# A simple, efficient, and scalable method to generate oocyte-like cells in vitro

**DOI:** 10.26508/lsa.202503379

**Published:** 2025-11-21

**Authors:** Ami Banno, Kana Mizuno, Mizuki Sakamoto, Sota Komatsubara, Kenjiro Shirane, Katsuhiko Hayashi, Nobuhiko Hamazaki, Koshi Imami, Shigenobu Yonemura, Takashi Ishiuchi

## Abstract

Understanding the molecular basis of oocyte identity and function is essential not only for basic biology but also for clinical applications, as it is closely linked to female infertility. However, technical challenges remain in advancing this understanding, mainly because of the difficulty in obtaining a sufficient number of oocytes. In this study, through refining previously reported three-dimensional protocols, we established a two-dimensional culture method that efficiently generates oocyte-like cells, referred to as mini-oocytes, from mouse embryonic stem cells. This method requires minimal labor, does not rely on supporting somatic cells, and leverages a transcription factor–mediated approach for oocyte-like cell generation. Our transcriptome and proteome analyses revealed significant similarities between in vitro–derived mini-oocytes and in vivo oocytes, despite their relatively smaller size. Furthermore, we demonstrated the utility of mini-oocytes for investigating oocyte-specific molecular features through a small-scale knockout screen targeting the subcortical maternal complex. Given the simplicity, efficiency, and scalability of the mini-oocyte induction method, it offers a practical platform for conducting experiments that are otherwise challenging with in vivo oocytes.

## Abstract (precis)

A simplified 2D culture system produces oocyte-like mini-oocytes from mouse stem cells, providing a scalable model to study oocyte identity and function.

## Introduction

Oocyte development involves the formation of primordial germ cells (PGCs), entry into meiosis, meiotic arrest at the diplotene stage of meiotic prophase I, primordial follicle formation, and subsequent oocyte growth, ultimately resulting in preovulatory fully grown oocytes (FGOs) within the ovary (Richards & Pangas, 2010; Pepling, 2012; Saitou et al, 2012; Suzuki et al, 2015). During oocyte growth, cell size increases and maternal RNA and proteins accumulate (Pan et al, 2005; Vastenhouw et al, 2019; Wu & Dean, 2020). FGOs resume meiosis upon hormonal stimulation and are ovulated as metaphase II (MII) oocytes. MII oocytes, upon fertilization by sperm, give rise to zygotes, which serve as the foundation of the next generation.

Understanding the molecular basis of oocyte development is critically important, as it ensures the continuity of life. Genetic studies have identified genes necessary for oocyte development (Jagarlamudi & Rajkovic, 2012; Sanchez & Smitz, 2012). Based on these understandings, in vitro reconstitution of the entire process of mouse female germ cell development has been achieved and delineated the extrinsic signals necessary and sufficient for the oocyte development starting from mouse embryonic stem cells (mESCs) or its counterpart, naïve epiblast (Hikabe et al, 2016; Saitou & Hayashi, 2021). This also enabled the generation of oocytes from induced pluripotent stem (iPS) cells, offering a potential solution to female infertility, such as that caused by the absence of oocytes. In another study, on the basis of the identification of transcription factors (TFs) specifically expressed in oocytes, oocyte-like cells were efficiently generated in vitro directly from mESCs through the forced expression of a set of TFs (Hamazaki et al, 2021). This work indicated that the co-expression of eight transcription factors (8Fs), Nobox, Figla, Tbpl2, Lhx8, Stat3, Dynll1, Sub1, and Sohlh1, can convert mESCs to oocyte-like cells. Among them, four factors (4Fs), Nobox, Figla, Tbpl2, and Lhx8, were found to be the minimum cocktail sufficient to induce oocyte-like cells. It has been confirmed that oogenesis is separable from meiosis (Dokshin et al, 2013). Indeed, the TFs directly activated the oocyte-specific transcriptional network and generated oocyte-like cells without initiating the meiotic program.

Thus, to date, the generation of oocytes (or oocyte-like cells) has been achieved in vitro either through the reconstitution of the in vivo developmental process or through the forced expression of TFs. The prominent difference between these two methods is the culture condition for the induction. As the former involves the mimic of the intricate developmental process from the naïve epiblast, sequential changes of medium components that can generate specific cell types, such as epiblast-like cells, PGC-like cells, and oogonia, are necessary (Hayashi et al, 2017). In contrast, as the latter does not involve the sequential generation of these cell types, the culture condition can be simplified, and only a single culture condition is required for the differentiation into oocyte-like cells (Hamazaki et al, 2021). After these inductions, both methods required the three-dimensional culture of reconstituted ovaries on membranes and isolation and culture of each follicle for maturation.

Despite recent advances in germ cell research, several technical limitations remain. For instance, performing biochemical assays or genetic screening using oocytes is challenging because of the difficulty in obtaining a sufficient number of oocytes. As a result, a comprehensive understanding of the molecular networks that govern oocyte development and function remains incomplete. In this study, prompted by the relative simplicity of inducing oocyte-like cells using specific TFs, we speculated that modifying or adjusting the induction method might be useful for obtaining sufficient oocyte material to conduct such assays. Therefore, we refined the culture conditions to develop a more simplified two-dimensional culture system that can efficiently generate oocyte-like cells with minimal labor. Our analyses revealed their significant similarity to in vivo oocytes despite their smaller size, as well as the presence of a molecular network unique to oocytes, thereby offering a practical alternative platform for oocyte research.

## Results

### Generation of oocyte-like cells by a simple two-dimensional culture

Previous studies employed three-dimensional culture for the induction of oocyte-like cells, which involves generating cell aggregates and transferring each of them onto porous membranes (Hikabe et al, 2016; Hamazaki et al, 2021). In addition, as gonadal somatic cells have been used to reconstruct ovarian structures, recovery of oocyte-like cells required sophisticated techniques (Hayashi et al, 2017). These steps are highly labor-intensive, making the experiment extremely challenging when a large number of oocyte-like cells (e.g., >10^5^), particularly well-grown oocytes, are required. Therefore, to enable the efficient recovery of oocyte-like cells in vitro, we established a culture condition that generates cells with oocyte-like morphology in a two-dimensional system based on the TF-mediated induction method. For our assays, we used mESC lines in which the expression of 4Fs (Nobox, Figla, Tbpl2, and Lhx8) or 8Fs (the 4Fs plus Stat3, Dynll1, Sub1, and Sohlh1) can be induced in the presence of Shield-1, including the one used in a previous study (Hamazaki et al, 2021). In the Shield-1 system, transcription factors are fused to a destabilization domain and actively degraded in the absence of Shield-1, whereas the addition of Shield-1 stabilizes these fusion proteins, thereby enabling immediate and sustained transcription factor expression. For induction, a StemPro34-based medium containing Shield-1, stem cell factor (SCF), and Y-27632 (a ROCK inhibitor) was used, as this condition efficiently supported oocyte growth before (Hamazaki et al, 2021). In the subsequent experiments, we exchanged the medium every 3 d using the same culture medium, except that Shield-1 was omitted starting from day 12 (Fig 1A). After plating the cells in a standard culture plate on day 0, cells changed their morphology and gradually increased cell size showing round shape (Fig 1B and C). Although significant cell death was observed during a few days after the induction, a fraction of the cells consistently survived. On average, 13.9% and 46.7% of the plated 4F- and 8F-mESCs eventually survived, respectively (Fig 1D), and virtually almost all of the survived cells were induced into oocyte-like cells (Fig 1B). In addition to the survival rate, we noted some differences between 4F-mESCs and 8F-mESCs; 8F-mESCs increased cell size faster than 4F-mESCs (Fig 1C). In addition, although 4F-mESCs exhibited a flat cell morphology reminiscent of highly differentiated cells on days 1 to 3, 8F-mESCs still indicated dome-like colonies similar to mESC colonies (Fig 1B). The reason and significance of these differences are currently unclear. Both of them increased in size until day 21 (Fig 1C); however, we observed a cessation of cell size increase and collapse in cell morphology during culture beyond day 21 (Fig S1A). Therefore, we determined the maximum induction period to be 21 d. On day 21, the average major axis of oocyte-like cells generated from 4F-mESCs and 8F-mESCs was 34.6 and 39.8 μm, respectively. As their size was smaller than that of in vivo FGOs (with a diameter of 70–80 μm), we refer to these oocyte-like cells as “mini-oocytes” hereafter (Fig 1E). During the mini-oocyte induction, changing the medium every 3 d only is required, highlighting the simplicity of this method (Fig 1A). To assess the purity of mini-oocytes after induction, we examined the expression of oocyte growth markers. At day 21, 98.5% of cells derived from 4F-mESCs were positive for ZP2 staining (the presence of a zona pellucida in mini-oocytes is described later), and 92.2% of cells derived from 8F-mESCs, carrying a *Npm2-mCherry* reporter cassette (Hamazaki et al, 2021), were positive for Npm2-mCherry reporter expression, further indicating the high efficiency of mini-oocyte induction (Figs 1F and S1B). In addition, the availability of mini-oocytes can be easily adjusted by varying the number of plating mESCs and the size of cell culture plates or dishes, indicating its high scalability (we were able to obtain more than 10^6^ mini-oocytes from a single experiment). Thus, this mini-oocyte induction system offers several advantages, including a simple procedure, no requirement for gonadal somatic cells, and an almost unlimited supply of oocyte-like cells, in contrast to previous oocyte induction systems.

**Figure 1.**
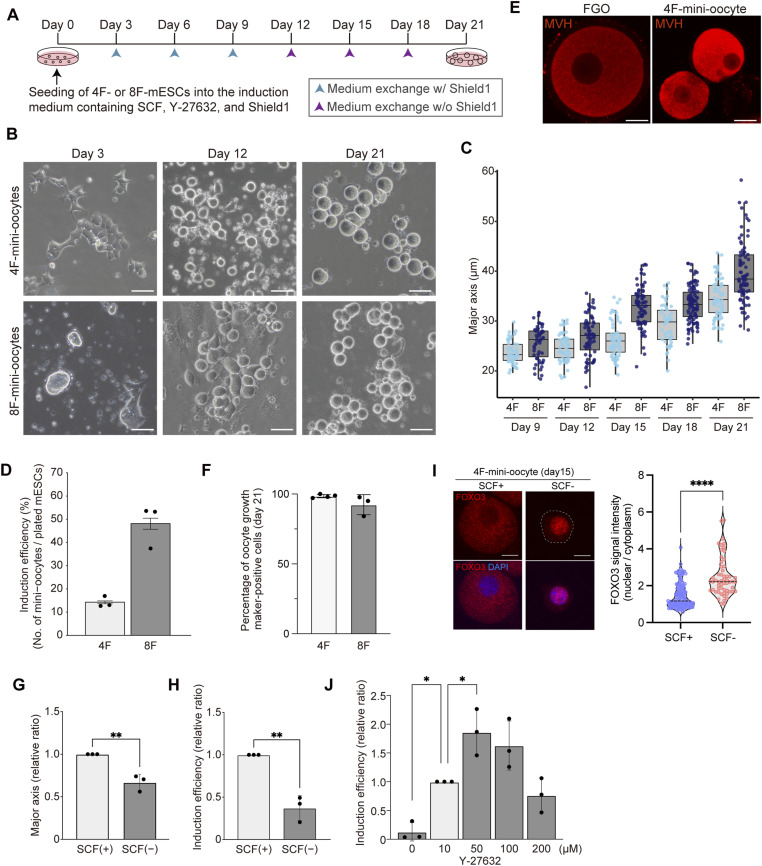
Establishment of the mini-oocyte induction method. **(A)** Overview of the mini-oocyte induction method. **(B)** Representative bright-field images showing the morphology of mini-oocytes during induction. Scale bar, 50 μm. **(C)** Boxplots showing the increase in the major axis of mini-oocytes during induction. **(D)** Bar plots showing the induction efficiency of mini-oocytes using 4F- or 8F-mESCs. The induction efficiency represents the ratio between the number of total mini-oocytes and that of plated mESCs. **(E)** Immunofluorescence images showing the differential size of in vivo FGOs and mini-oocytes. Anti-MVH antibody was used for the immunofluorescence. Scale bar, 20 μm. **(F)** Bar plots showing the percentage of growing oocyte marker-positive cells upon mini-oocyte induction. A proportion of ZP2 and Npm2-mCherry reporter-positive cells were examined for 4F- and 8F-mESCs, respectively, at day 21 of induction. **(G)** Bar plots showing the relative ratio of the major axis in the presence (+) or absence (−) of SCF. **(H)** Bar plots showing the relative ratio of induction efficiency under the presence (+) or absence (−) of SCF. **(I)** Left, immunofluorescence images of FOXO3 staining in day 15 4F-mini-oocytes under the presence (+) or absence (−) of SCF. Scale bar, 10 μm. Right, violin plots showing the nuclear and cytoplasmic FOXO3 signal intensity ratio. **(J)** Bar plots showing the relative ratio of induction efficiency under the different concentration of Y-27632.

**Figure S1.**
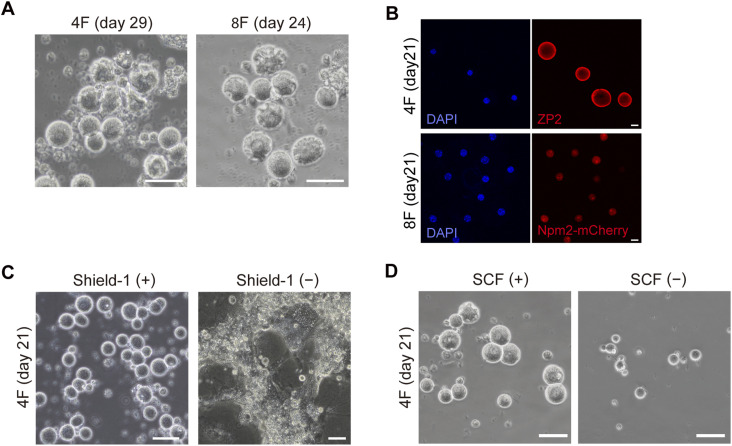
Establishment of the mini-oocyte induction method. **(A)** Representative bright-field images showing the collapsed morphology of mini-oocytes at day 29 or 24. Scale bar, 50 μm. **(B)** Immunofluorescence images showing ZP2 and Npm2-mCherry reporter expression in 4F- and 8F-mini-oocytes. Scale bar, 20 μm. **(C)** Representative bright-field images showing the morphology of cells at day 21, which had been cultured in the presence or absence of Shield-1. **(D)** Representative bright-field images showing the morphology of cells at day 21, which had been cultured in the presence or absence of SCF.

### Requirement of culture supplements for the generation of mini-oocytes

We next examined the requirement of culture supplements, Shield-1, SCF, and Y-27632, for the generation of mini-oocytes using 4F-mESCs. To this end, we removed each of them from the beginning of the induction. Without Shield-1, mESCs continued to proliferate while displaying differentiated morphology, whereas the presence of Shield-1 rapidly halted cell proliferation (Fig S1C). Thus, TF-mediated activation of the oocyte transcription network is sufficient to halt cell proliferation, whereas it remains unclear how cell cycle arrest occurs in the absence of meiosis. In contrast, when SCF was omitted, cell proliferation ceased, and the cells acquired a round shape, similarly as observed in a normal condition. However, they were not able to increase cell size, and cell viability was reduced (Figs 1G and H and S1D). Therefore, although SCF appears to be dispensable for the initial acquisition of oocyte-like features, it is required for their survival and growth. This is consistent with previous observations that mutant mice lacking functional KIT, the SCF receptor, exhibit impaired oocyte growth while preserving primordial follicle oocytes (Yoshida et al, 1997; Saatcioglu et al, 2016). Consistent with the in vivo SCF-KIT signaling pathway, which promotes FOXO3 relocalization from the nucleus to the cytoplasm to initiate oocyte growth (Liu et al, 2006), FOXO3 tended to be excluded from the nucleus in a SCF-dependent manner in mini-oocytes (Fig 1I). We also examined the role of Y-27632, a Rho-kinase inhibitor (10 μM was used as a standard concentration). As Y-27632 is generally used to suppress cell death, we tested its effect on cell viability by altering its concentration. As expected, the removal of Y-27632 decreased cell viability. In contrast, increasing its concentration to 50 μM was most effective in suppressing cell death and, consequently, increased the number of available mini-oocytes (Fig 1J). Taken together, these results indicate that each culture supplement plays a distinct role in the efficient generation of mini-oocytes.

### The transcriptome of mini-oocytes exhibits high similarity to that of in vivo oocytes

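RNA was collected from mini-oocytes, the oocyte-like cells that form when mESCs express oocyte transcription factors from inducible transgenes. In 4F-mini-oocytes the 4 factors Nobox, Figla, Tbpl2 and Lhx8 were induced, and in 8F-mini-oocytes 8 factors, which add Stat3, Dynll1, Sub1 and Sohlh1. Both lines were derived from BVSC H18, a female mESC line. At day 21, 3 samples of 4F-mini-oocytes and 2 samples of 8F-mini-oocytes were sequenced, each a pool of 10 cells. The authors amplified the cDNA with the SMART-seq Stranded Kit, aligned the read pairs to mm10 with Hisat2, removed reads of rRNA, kept uniquely mapped reads, assigned them to GENCODE genes with featureCounts and deposited the result as TPM, that is, reads per base of exon scaled to the same total in every library. The options stated for featureCounts let a read that overlaps several genes count as a fraction for each of them and name no strand, so values of overlapping and antisense genes share reads. The table lists 55364 genes. TPM does not keep the depth of a library, but the lowest values of a library rise in steps of what a single read is worth on a gene of that length. From these steps and the exon lengths of the annotation, 15725208, 13913131 and 13834414 reads were estimated on genes in the day 21 4F libraries, and 17190271 and 16967186 in the day 21 8F libraries. In the 5 day 21 libraries, between 76.9% and 80.5% of the low values came out as whole reads, and between 99.1% and 99.6% as a multiple of 1/6 of a read. A gene with 1 kb of exon and 3 reads would be listed at 0.64, 0.691 and 0.715 TPM in the 4F libraries and at 0.515 and 0.531 TPM in the 8F libraries. These limits cover counting error only, because amplified reads without molecular identifiers are not independent molecules. From the TPM values, the 21780 genes with at least 1 TPM in at least 2 of the 7 libraries of the table were tested on the scale of log2(TPM + 1) with limma, with a single estimate of the spread for the 3 groups, and p-values were adjusted with the Benjamini-Hochberg method over the genes tested. On this scale, the fold change of a gene with a low TPM is understated. The reads of replicate libraries differed by more than sampling noise: over the genes with at least 40 reads in a pair, chi-square per degree of freedom was between 24.11 and 24.36 for the 3 pairs of 4F libraries and 9.66 for the pair of 8F libraries.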

To determine the characteristics of mini-oocytes, we performed RNA-sequencing (RNA-seq) analyses. RNA-seq data from in vivo differentiating oocytes were used to identify at which stage of oocytes mini-oocytes most closely resemble. Principal component analysis (PCA) revealed that mini-oocytes generated from 4F-mESCs (4F-mini-oocytes) and those from 8F-mESCs (8F-mini-oocytes) on day 21 exhibit highly similar transcriptome profiles (Fig 2A and B and Table S1). This suggests that their difference in cell size is largely independent of their transcriptome profile. Furthermore, comparison with other RNA-seq datasets revealed that mini-oocytes at day 21 possess a transcriptome profile that is intermediate but leaning more toward FGOs than secondary oocytes, possibly reflecting their smaller size compared with FGOs (Fig 2A). Thus, mini-oocytes at day 21 can be considered partially FGOs, at least at the transcriptome level. 

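Across the 55364 genes, the log2(TPM + 1) of the mean 4F-mini-oocyte and of the mean 8F-mini-oocyte at day 21 had a Pearson correlation of 0.957. This correlation is across genes, which are not independent replicates, and genes listed at 0 in both groups count toward it. The choice that moved it most was Spearman's rho in place of Pearson's r, which gave 0.861, and over the tested genes alone Pearson's r was 0.917. The 6 pairs of a 4F library with an 8F library had r between 0.937 and 0.946. All 6 lay below the 3 pairs of 4F libraries, which had r between 0.949 and 0.952, and below the pair of 8F libraries, with r of 0.983. In a principal component analysis of the tested genes in the 7 libraries, PC1 held 53.3% and PC2 16.8% of the variance. On PC1, the 4F libraries at day 21 lay at 70.7, 69.6 and 68.4 and the 8F libraries at 50.3 and 52.9. On PC2, the 4F libraries lay at 44.1, 59.1 and 49.5, and the 8F libraries at -85.6 and -79.5. The distance between the groups on PC2 was larger than the spread within either of them. In the table, the 4F libraries carry values with up to 9 decimals and the 8F libraries with up to 17, so the writing of the values and the set of factors change together and the comparison of 4F with 8F could not be repeated within a batch. The libraries of FGOs and in vivo oocytes in Fig 2A were not analysed here.

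**Figure D1:**
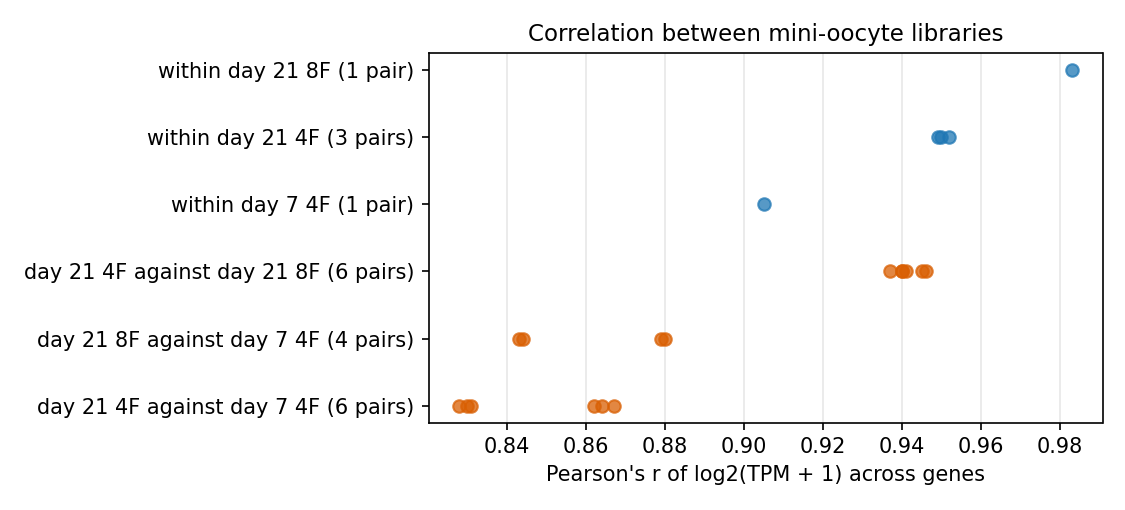
Pearson's r of log2(TPM + 1) across the 55364 genes for each pair of the 7 libraries, with a point for each pair and the pairs grouped by the libraries they join. The pairs of a day 21 4F with a day 21 8F library lie between 0.937 and 0.946, to the left of the pairs within day 21 4F and within day 21 8F and to the right of every pair that joins day 21 with day 7.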

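Between 4F- and 8F-mini-oocytes at day 21, limma with Benjamini-Hochberg adjustment found 1822 of the 21780 genes tested past FDR 0.05, 861 of them higher and 961 lower in 8F-mini-oocytes, and 4858 genes had an unadjusted p under 0.05. Apart from the fits with replicate numbers, this count was highest with a weight for each library (limma's array weights), at 3572 genes. It was lowest without replicate 2 of the day 21 4F libraries, at 924 genes. The balance of the 2 directions depended on the processing: 47.3% of the genes were higher in 8F-mini-oocytes, 48.9% of 1676 genes after rescaling by the median of ratios, 44.6% of 1446 genes after quantile normalization, and 62.2% of 2187 genes with limma's voom on reads recovered from the TPM, an alternative chosen after the data were seen. Voom with median-of-ratios library sizes, also chosen then, gave 45.7% of 2092 genes. With the scaling unchanged, the share was 61.1% of 994 genes with limma's eBayes without the trend. It was 39.3% of 1675 genes with a filter of at least 5 TPM in at least 2 libraries. Among the 60 tested genes that were listed from the paper's figures before the data were examined, 10 were past FDR 0.05 over all genes and 18 when the adjustment was made over the listed genes alone. Of the 10, Bmp15, Sohlh1 and Zfp36l2 were higher in 8F-mini-oocytes, and Dazl, Ddx4, Figla, Lhx8, Nlrp5, Npm2 and Th were lower. Of the 5 largest differences in each direction, 9 were those of noncoding genes and processed pseudogenes, most of them short. Gm25679, an snRNA gene of 164 bases on chromosome 12 of mm10 (54719163 to 54719326), was listed at 175.2 and 160.4 TPM in the 8F libraries and at 0, 0.463 and 1.45 TPM in the 4F libraries (adjusted p = 0.00238 from limma with Benjamini-Hochberg adjustment). Its reads can be split with the snRNA genes Gm23804 and Gm22634 of the same length on that chromosome, so its value is uncertain. Rprl2, a ribozyme gene on chromosome 3 (22251374 to 22251663), was listed at 145.0, 308.6 and 293.7 TPM in the 4F libraries and at 0.592 and 1.22 TPM in the 8F libraries (adjusted p = 0.00132 from the same test). The processed pseudogene Gm13611 on chromosome 2 (32271845 to 32272162) was at 113.2 ± 16.8 TPM (SD, n = 3) in 4F-mini-oocytes and at 1.24 ± 0.608 TPM (SD, n = 2) in 8F-mini-oocytes, with an adjusted p of 0.00188 from limma with Benjamini-Hochberg adjustment. The protein-coding gene was H4c12, a histone gene of 312 bases on chromosome 13 (21750194 to 21750505), listed at 0 in the 3 4F libraries and at 38.0 and 70.8 TPM in the 8F libraries. The miRNA gene Mir678 was also higher in 8F-mini-oocytes, at 66.1 against 0.93 TPM. The miRNA genes Gm47294 and Gm47306 were lower, at 0.503 against 178.2 TPM and at 2.17 against 204.6 TPM. The processed pseudogene Gm43028 was at 64.5 TPM in 4F-mini-oocytes and listed at 0 in both 8F libraries. Of the genes under 300 exonic bases, 15.5% were past FDR 0.05, against 7% of longer genes of matched mean expression.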

To investigate the transition process from mESCs to mini-oocytes at day 21, we also performed RNA-seq on 4F-mini-oocytes at day 7, when their round morphology becomes apparent. 

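The day 7 group held 2 samples of 4F-mini-oocytes, each a pool of 1000 cells, against the 10 cells pooled at day 21, so the day and the number of cells change together. Shield-1 was supplied at day 7 but left out of the fresh medium in the last part of the culture to day 21, so it changes with the day too. No sample of 8F-mini-oocytes at day 7 was analysed here. About 9051761 and 11725432 reads were estimated on genes in the 2 libraries, at which 3 reads on a gene with 1 kb of exon are worth 0.764 and 0.575 TPM. The 10 genes with the highest TPM took 28.5% and 31.8% of the total, against 10.2% to 14% in the day 21 libraries. The 2 libraries had a Pearson correlation of 0.905 with each other, below every pair of replicates at day 21, and chi-square per degree of freedom between their reads was 35.28. Between day 21 and day 7 in 4F-mini-oocytes, 8847 genes were past FDR 0.05 (limma with Benjamini-Hochberg adjustment), 5516 higher and 3331 lower at day 21. Apart from the fits with replicate numbers, the choice that moved this count most was leaving out replicate 2 of the day 21 8F libraries, with 7040 genes. The median log2 fold change of all tested genes was 0.17, against -0.07 after median-of-ratios rescaling, 0.04 after quantile normalization and -0.32 with voom on recovered reads. The share of genes higher at day 21 moved with it, from 62.3% to 48.4% with median-of-ratios rescaling, 52% with quantile normalization and 37.5% with voom. Between 8F-mini-oocytes at day 21 and 4F-mini-oocytes at day 7, where the set of factors changes as well, 8103 genes were past FDR 0.05, with 65.1% of them higher at day 21, or 51.3% with median-of-ratios rescaling, 51.1% with quantile normalization and 47.2% with voom. Among the genes with the largest rise, Cpa1 on chromosome 6 (30639218 to 30645363), which encodes a carboxypeptidase, was listed at 0 in both day 7 libraries and at 107.9 ± 18.8 TPM (SD, n = 3) in 4F-mini-oocytes at day 21, with an adjusted p of 2.4e-05 from limma with Benjamini-Hochberg adjustment. The lincRNA gene Gm14664 on the X chromosome (61041741 to 61076068) was likewise listed at 0 at day 7 and at 377.2 ± 39.8 TPM (SD, n = 3) at day 21. So were the miRNA gene Mir7035, at 416.3 ± 89.5 TPM, and Iglj3, an immunoglobulin segment of 38 bases, at 146.4 ± 120.4 TPM. The lincRNA gene Gm1965 rose from 1.64 to 196.9 ± 14.7 TPM.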

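Along PC1 of the 7 libraries, 4F-mini-oocytes at day 7 lay at -170.4 and -141.5, on the far side of 0 from all 5 day 21 libraries. Over all components, the centroid of the day 7 libraries was at a distance of 230.0 from that of 4F-mini-oocytes and 226.1 from that of 8F-mini-oocytes at day 21, while the centroids of 4F- and 8F-mini-oocytes at day 21 were 134.9 apart. The last distance was 0.59 times the first. With each gene scaled to unit variance, the choice that moved this ratio most, it was 0.66. The 6 pairs of a day 7 library with a day 21 4F library had Pearson correlations between 0.828 and 0.867, and the 4 pairs with a day 21 8F library between 0.843 and 0.88. Libraries of mESCs were not analysed here, so these distances run between the 2 days and not from mESCs.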

In the PCA plots, 4F-mini-oocytes at day 7 were positioned between mESCs and day 21 mini-oocytes, indicating an intermediate state during their transition (Fig 2A). In addition, along the PC1, mini-oocytes at day 7 located close to in vivo postnatal day 4 small and large oocytes, suggesting that mini-oocytes at day 7 might have a part of the characteristics of primordial and primary oocytes. To gain insights into the mini-oocyte induction process, we examined the expression of marker genes. 

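Marker genes of Fig S2 were compared between day 7 and day 21 of 4F-mini-oocytes. Of the PGC and early germ cell markers Prdm1, Prdm14, Nanos3, Ddx4, Dazl and Zglp1, 4 were expressed enough to be tested, and 1 of them was past FDR 0.05. This was Ddx4 on chromosome 13 (112598333 to 112652475), at 116.6 ± 17.9 TPM (SD, n = 2) at day 7 and 205.5 ± 27.8 TPM (SD, n = 3) at day 21, a log2 fold change of 0.81 (standard error 0.15, adjusted p = 0.0058 from limma with Benjamini-Hochberg adjustment). The alternative that moved it most was quantile normalization, with 0.18, and it was past the threshold in 12 of 15 other settings. In 8F-mini-oocytes at day 21, Ddx4 was at 109.3 ± 2.78 TPM (SD, n = 2), and its log2 fold change against day 7 was -0.08 (adjusted p = 0.721, same test). Dazl was at 49.1 ± 13.3 TPM (SD, n = 2) at day 7 and 72.7 ± 28.0 TPM (SD, n = 3) in 4F-mini-oocytes at day 21, a difference within the spread of the replicates (adjusted p = 0.401 from limma with Benjamini-Hochberg adjustment) that was -0.05 on the log2 scale after quantile normalization. Prdm1, at 5.5 and 4.75 TPM on the 2 days, and Zglp1, at 14.3 and 13.8 TPM, were not past FDR 0.05 either, with adjusted p of 0.691 and 0.876 from limma with Benjamini-Hochberg adjustment. Prdm14 was listed at 0 in both day 7 libraries and in the 3 libraries of 4F-mini-oocytes at day 21, and Nanos3 at 0 and 3.94 TPM at day 7. Of the meiosis markers Stra8, Rec8, Spo11, Sycp2, Dmc1, Meioc, Rad51ap2 and Sycp3, 7 were tested and 3 were past FDR 0.05, all lower at day 21. Meioc on chromosome 11 (102663716 to 102682237) fell by 3.32 on the log2 scale (standard error 0.354, adjusted p = 0.00067 from limma with Benjamini-Hochberg adjustment), from 52.9 ± 15.8 TPM (SD, n = 2) to 4.34 ± 0.895 TPM (SD, n = 3). Rec8 on chromosome 14 (55618037 to 55625395) was at 7.97 ± 1.49 TPM (SD, n = 2) at day 7 and listed at 0 in the 3 libraries at day 21 (adjusted p = 0.000463, same test). Stra8 was listed at 24.5 and 1.38 TPM at day 7 and at 0 at day 21. Its difference (adjusted p = 0.0394 from limma with Benjamini-Hochberg adjustment) was past the threshold in 8 of 14 other settings. With one library left out, Stra8 was past it in 0 of the 5 fits that give a p. Its log2 fold change of -2.96 ranged from -4.67 to -1.25 over all 7 such fits. Sycp2, Dmc1, Rad51ap2 and Sycp3 were not past FDR 0.05 between the days, with log2 fold changes of 0.03, -1.15, 0.83 and -0.57, and that of Sycp2 was -0.48 with voom. With voom, Sycp3 was at -1.09 and past the threshold, in this 1 of 15 other settings. Spo11, at most 0.845 TPM, was not tested. The number of markers past the threshold was the same when adjusted over the listed genes alone.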

As expected, PGC, early germ cell, and meiosis markers were not induced during the mini-oocyte induction (Fig S2). In contrast, the up-regulation of growing oocyte markers, including *Zp1*, *Zp2*, *Zp3*, *Gdf9*, and *Npm2*, was evident (Fig 2C). Thus, these results indicate that an oogenesis-like process proceeds during mini-oocyte induction.

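All 5 genes were higher in each of the 3 day 21 libraries of 4F-mini-oocytes than in both day 7 libraries. Zp1 (ENSMUSG00000024734.8) lies on chromosome 19 of mm10 from 10914287 to 10920632, Zp2 (ENSMUSG00000030911.7) on chromosome 7 from 120126772 to 120145291, and Zp3 (ENSMUSG00000004948.12) on chromosome 5 from 135980099 to 135988624, and each encodes a protein of the zona pellucida, the coat of the oocyte. Zp1 rose from 528.3 ± 15.7 TPM (SD, n = 2) at day 7 to 1415 ± 52.5 TPM (SD, n = 3) at day 21, a log2 fold change of 1.42 (standard error 0.096, adjusted p = 0.000132 from limma with Benjamini-Hochberg adjustment). Zp2 rose from 1839.7 ± 243.3 to 5666 ± 529.2 TPM, a log2 fold change of 1.62 (standard error 0.158, adjusted p = 0.000468, limma with Benjamini-Hochberg). Zp3 went from 1004 ± 287.7 to 6190.4 ± 610.8 TPM, with a log2 fold change of 2.65 (standard error 0.206, adjusted p = 0.000214, limma with Benjamini-Hochberg). Gdf9 (ENSMUSG00000018238.6, chromosome 11, 53431023 to 53437904), which encodes a growth factor secreted by oocytes, rose from 249.4 ± 75.6 to 4613 ± 573.3 TPM. Its log2 fold change of 4.23 was the largest of the 5 (standard error 0.213, adjusted p = 6.45e-05, limma with Benjamini-Hochberg). Npm2 (ENSMUSG00000047911.6, chromosome 14, 70647302 to 70659244), a histone chaperone gene, rose from 719.0 ± 33.8 to 4217 ± 165 TPM, a log2 fold change of 2.55 (standard error 0.113, adjusted p = 4.79e-05, limma with Benjamini-Hochberg). Voom on recovered reads moved these fold changes most, to 0.88, 1.06, 2.08, 3.67 and 2.01 in this order, and all 5 genes stayed past FDR 0.05 in each of 15 other settings. Of the other genes of Fig 2C, Zar1 rose by 3.71 on the log2 scale (standard error 0.243, adjusted p = 0.000121 from limma with Benjamini-Hochberg adjustment). Dppa3, at 7464 and 7419.6 TPM, and Foxo3, at 234.2 and 207.0 TPM, were not past FDR 0.05 between the days (adjusted p = 0.982 and 0.347, limma with Benjamini-Hochberg). Both calls depended on the setting. Dppa3 was past the threshold in 3 of 15 other settings, with a log2 fold change of 0.56 after quantile normalization and of -0.56 with voom, and Foxo3 was past it in 5 of 15, each time lower at day 21, with -0.78 after quantile normalization. Of the 8 genes, 6 were past FDR 0.05 over all genes tested and 6 over the listed genes alone. From the rise of these growing oocyte markers while PGC, early germ cell and meiosis markers were not induced, the paper concludes that a process like oogenesis takes place as mini-oocytes form.

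**Figure D2:**
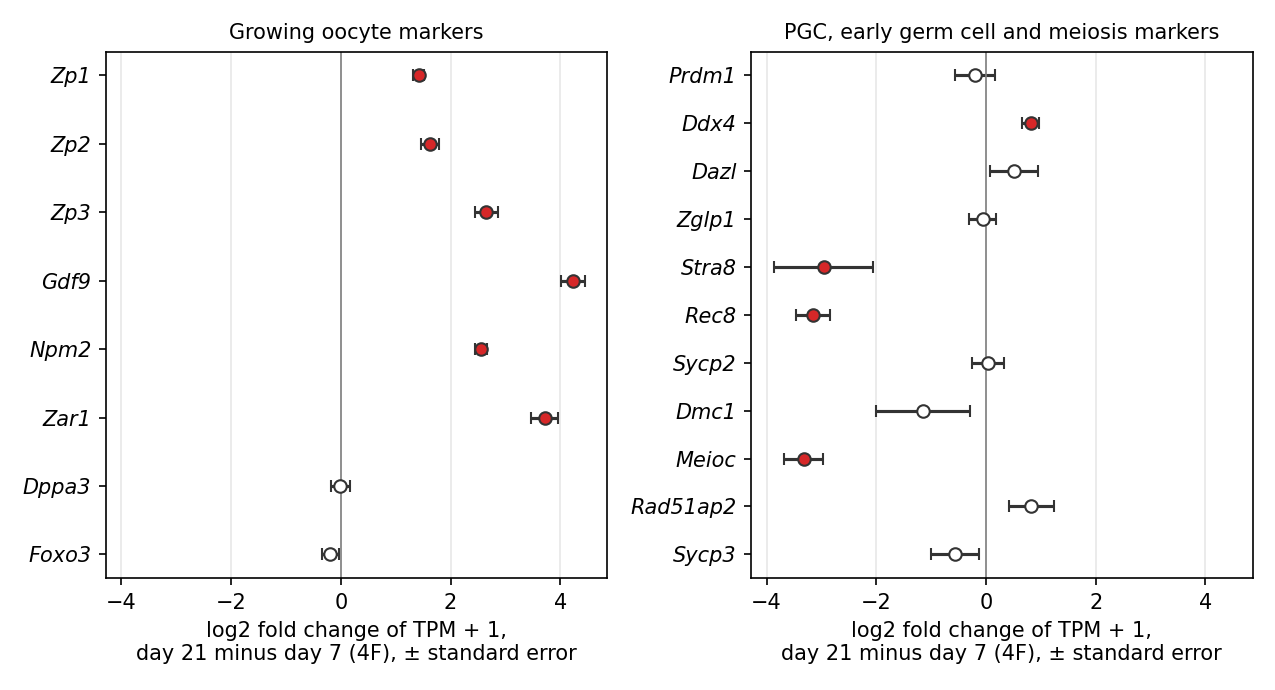
Log2 fold change of TPM + 1 between day 21 and day 7 of 4F-mini-oocytes, with bars for the standard error, for growing oocyte markers (left) and for PGC, early germ cell and meiosis markers (right). Filled red points are past FDR 0.05 and open points are not: on the left Gdf9 lies at 4.23 and Zar1 at 3.71, and on the right Ddx4 lies at 0.81 while Meioc, Rec8 and Stra8 lie at -3.32, -3.16 and -2.96.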

**Figure 2.**
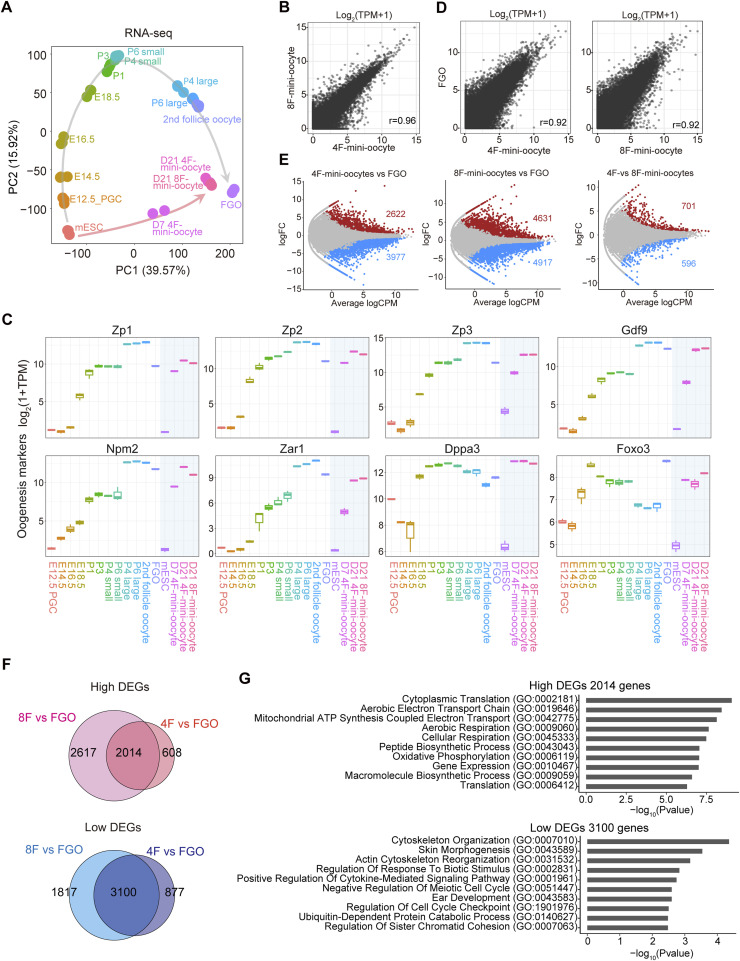
Transcriptome of mini-oocytes exhibits high similarity to that of in vivo oocytes. **(A)** Plots showing the principal component analysis of transcriptome data. RNA-seq data for mouse embryonic stem cells, in vivo female germ cells at E12.5, E14.5, E16.5, E18.5, postnatal day 1 (P1), P3, P4, P6, and secondary follicle stage, and fully grown oocytes (FGOs) were used for comparison. Published RNA-seq data for FGOs (GSE183969) or differentiating oocytes (GSE79729 and GSE128305) were used to analyze their transcriptional profiles (Hikabe et al, 2016; Shimamoto et al, 2019; Yano et al, 2022). **(B)** Scatter plots showing the correlation of gene expression between 4F-mini-oocytes and 8F-mini-oocytes. Gene expression levels are shown by log_2_(TPM + 1). Pearson’s correlation coefficient (r) is also indicated. **(A, C)** Box plots showing the expression of indicated genes related to oogenesis. RNA-seq data indicated in (A) were used. **(D)** Scatter plots showing the correlation of gene expression between FGOs and 4F-mini-oocytes or 8F-mini-oocytes. Gene expression levels are shown by log_2_(TPM + 1). Pearson’s correlation coefficient (r) is also indicated. **(E)** MA plots showing the differential gene expression among FGOs, 4F-mini-oocytes, and 8F-mini-oocytes. FDR < 0.05 was considered as differentially expressed. **(F)** Venn diagrams showing the overlap of differentially expressed genes. Top, overlap of genes highly expressed in mini-oocytes compared with FGOs. Bottom, overlap of genes lowly expressed in mini-oocytes compared with FGOs. **(G)** Gene ontology analysis of differentially expressed genes. Top, genes highly expressed in both 4F- and 8F-mini-oocytes in comparison with FGOs were analyzed. Bottom, genes lowly expressed in both 4F- and 8F-mini-oocytes in comparison with FGOs were analyzed.

Table S1. RNA-seq data showing gene expression levels in mini-oocytes.

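Table S1 gives the TPM of each gene in each of the 7 mini-oocyte libraries. In 4F-mini-oocytes at day 7, 23334 and 21301 genes had a value above 0, and 20007 and 17945 genes at least 1 TPM. At day 21 these numbers were 22316, 21293 and 21450 genes above 0 in the 4F libraries, with 17557, 17106 and 17388 at 1 TPM or more, and 26563 and 26750 genes above 0 in the 8F libraries, with 18615 and 18406 at 1 TPM or more. The 8F libraries thus listed more genes above 0 than any other library, while the day 7 library of replicate 1 had the most genes at 1 TPM or more. Genes above 0 at less than 1 TPM mostly rest on a few reads: in the 8F libraries, 2019 and 2354 genes had a single estimated read and 497 and 539 genes had 5, against 1276 to 1355 and 265 to 330 genes in the 4F libraries at day 21.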

**Figure S2.**
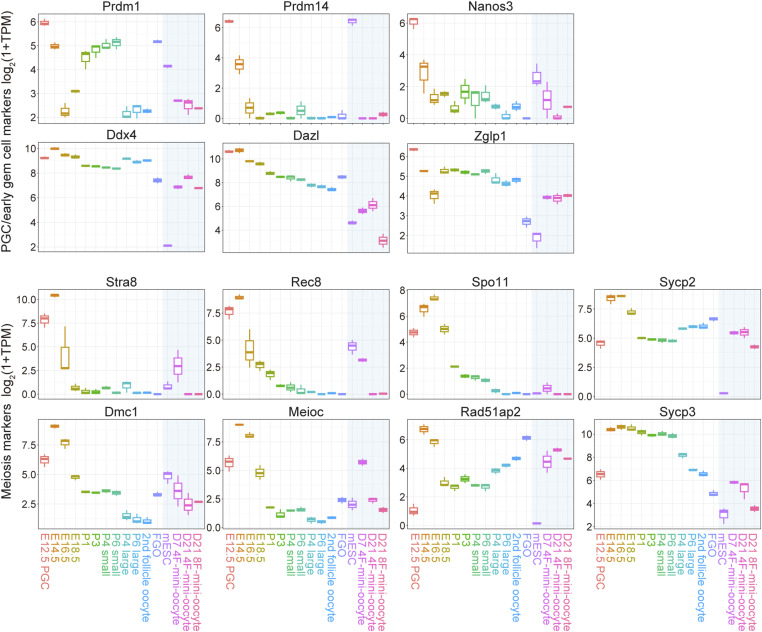
Gene expression during mini-oocyte induction. Box plots showing the expression of indicated primordial germ cell, early germ cells, and meiosis marker genes.

Scatter plots of gene expression levels indicated a high degree of linearity between mini-oocytes at day 21 and in vivo FGOs, in contrast to the comparison between mini-oocytes at day 21 and mESCs (Figs 2D and S3A). This suggests that although the expression amplitude of the expressed genes moderately differs between mini-oocytes at day 21 and in vivo FGOs, the expressed gene set is largely shared. To understand the difference in gene expression, we extracted differentially expressed genes (DEGs) between them (FDR < 0.05). Thousands of up-regulated and down-regulated genes were detected, as expected from the observed difference in PCA (Fig 2E). The up-regulated and down-regulated genes observed in 4F-mini-oocytes and 8F-mini-oocytes, compared with in vivo FGOs, showed substantial overlap (Figs 2F and S3B). Gene ontology analysis revealed that genes associated with translation and mitochondrial activity are up-regulated in mini-oocytes, suggesting that mini-oocytes are more active in protein synthesis and energy production compared with in vivo FGOs (Fig 2G). KEGG pathway analysis indicated that genes involved in the cAMP signaling pathway are down-regulated in mini-oocytes (Fig S3C and see the Discussion section). Overall, these results indicate that although mini-oocytes are not identical to in vivo oocytes, they exhibit transcriptome profiles that resemble those of in vivo oocytes.

**Figure S3.**
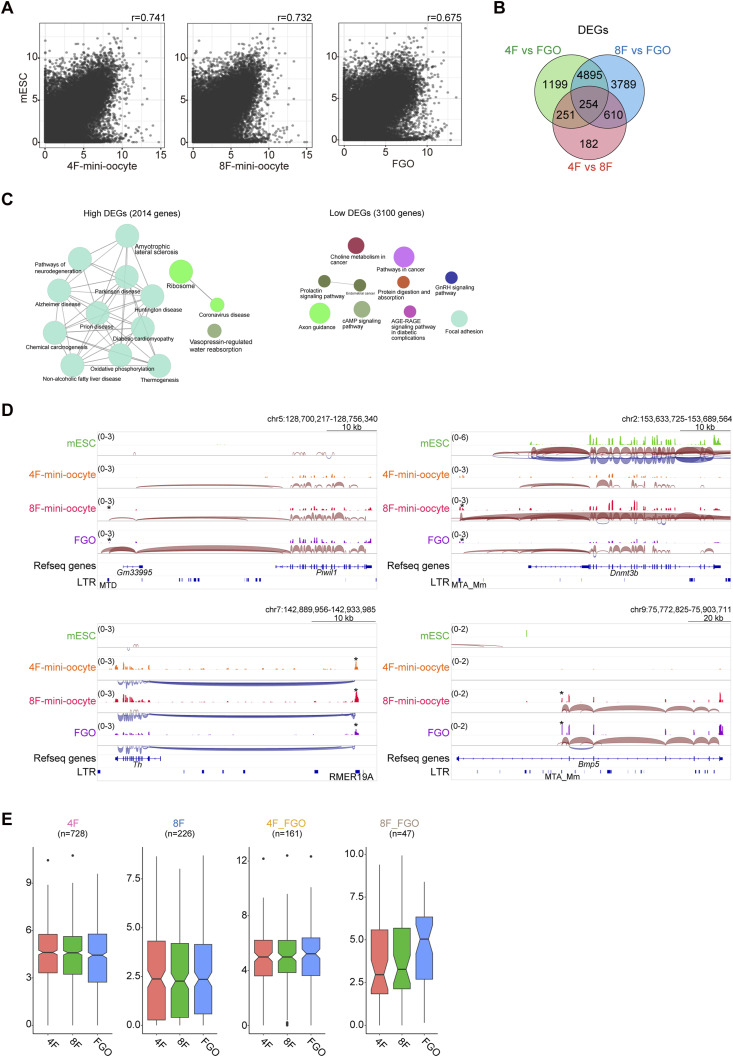
Characterization of mini-oocytes by transcriptome and proteome analyses. **(A)** Scatter plots showing the correlation of gene expression between indicated cell types. Gene expression levels are shown by log_2_(TPM + 1). Pearson’s correlation coefficient (r) is also indicated. **(B)** Venn diagrams showing the overlap of all differentially expressed genes based on transcriptome analysis. **(C)** KEGG pathway analysis for up-regulated or down-regulated genes in mini-oocytes compared with fully grown oocytes. **(D)** Genome browser snapshots showing RNA-seq data from mouse embryonic stem cells, 4F-mini-oocytes, 8F-mini-oocytes, and fully grown oocytes. Splicing patterns are visualized by Sashimi plots. Asterisks indicate reads mapped to the transposable elements driving the expression of chimeric transcripts at Piwil1, Dnmt3b, Th, and Bmp5 loci. **(E)** Boxplots showing the transcript levels of different gene groups. Gene groups indicated correspond to those indicated in Fig 4B. The Kruskal–Wallis test and Dunn’s test were applied.

### Activation of oocyte-specific transposable elements in mini-oocytes

In addition to genes, specific transposable elements (TEs) are activated in a cell type–dependent manner. Therefore, we examined whether oocyte-specific TEs are activated in mini-oocytes. A comparison between in vivo FGOs and mESCs revealed higher expression of members of the MT subfamily (MTA-C), which belong to the mammalian apparent LTR retrotransposons, as well as the RLTR10 elements in FGOs (Fig 3A), consistently with the previous observation (Brind’Amour et al, 2018; Evsikov et al, 2006; Peaston et al, 2004). Interestingly, 4F- and 8F-mini-oocytes at day 21 also exhibited high expression levels of the MT and RLTR10 elements (Fig 3A). As a result, the retrotransposon expression profiles of mini-oocytes were highly similar to those of FGOs (Fig 3B).

**Figure 3.**
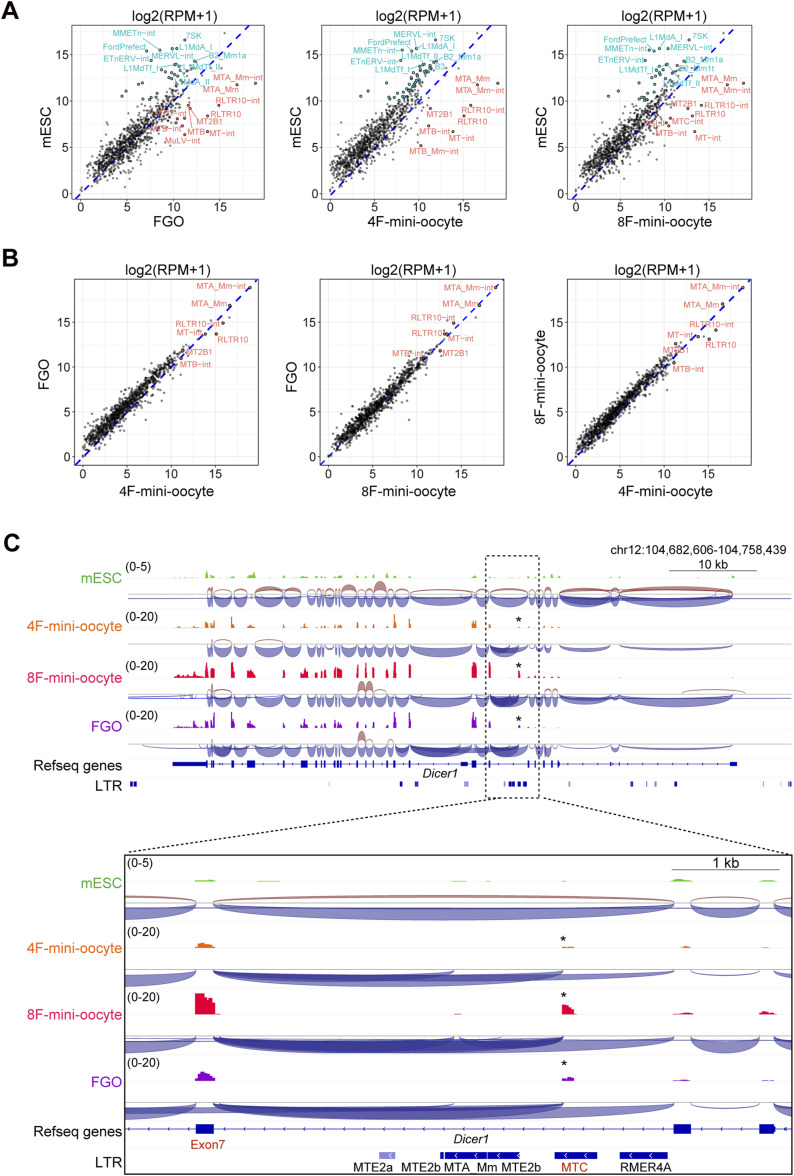
Activation of oocyte-specific transposable elements in mini-oocytes. **(A)** Scatter plots showing the differential expression of transposable elements in in vivo fully grown oocytes (FGOs), 4F-mini-oocytes, and 8F-mini-oocytes compared with mouse embryonic stem cells. Expression levels are shown by log_2_(RPM + 1). Transposable elements differentially expressed are highlighted. **(B)** Scatter plots showing the expression of transposable elements in in vivo FGOs, 4F-mini-oocytes, and 8F-mini-oocytes. Expression levels are shown by log_2_(RPM + 1). Differentially expressed transposable elements are highlighted (see the Materials and Methods section for the cutoff used). **(C)** Genome browser snapshots showing RNA-seq data from mouse embryonic stem cells, 4F-mini-oocytes, 8F-mini-oocytes, and FGOs. Splicing patterns are visualized by Sashimi plots. Asterisks indicate reads mapped to the MTC element in the intron 6.

Retrotransposons can function as alternative promoters and generate chimeric transcripts. Our observations thus suggest the presence of oocyte-specific chimeric transcripts in mini-oocytes. One of the most well-characterized oocyte-specific chimeric transcripts is a truncated isoform of *Dicer1* (*Dicer1*^*O*^), which is responsible for active RNAi in mouse oocytes (Flemr et al, 2013). In this case, a solo MTC LTR located within the intron 6 of the *Dicer1* gene acts as an alternative promoter to produce the shorter isoform. Notably, careful inspection of RNA-seq data revealed reads spanning from the MTC element to the canonical exon 7 in 4F- and 8F-mini-oocytes, as well as FGOs, indicating MTC-driven transcription of *Dicer1*^*O*^ (Fig 3C). In addition to *Dicer1*^*O*^, we also detected oocyte-specific LTR-driven expression of genes such as *Piwil1*, *Dnmt3b*, *Th*, and *Bmp5* (Brind’Amour et al, 2018) (Fig S3D). These findings strongly suggest that mini-oocytes can serve as a useful model to study the roles of oocyte-specific retrotransposons and chimeric transcripts.

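Dicer1 (ENSMUSG00000041415.10) lies on the minus strand of chromosome 12 of mm10 from 104687742 to 104751952. In the principal transcript of the GENCODE annotation, which has 27 exons, exon 6 spans 104728333 to 104728493 and exon 7 spans 104723902 to 104724070, so that intron 6, which holds the MTC element, spans 104724071 to 104728332 (4262 bases). None of the 6 annotated Dicer1 transcripts starts within this intron. Dicer1 was at 138.8 ± 16.4 TPM (SD, n = 3) in 4F-mini-oocytes and 149.1 ± 2.58 TPM (SD, n = 2) in 8F-mini-oocytes at day 21, a difference within the spread of the replicates (log2 fold change 0.11, standard error 0.119, adjusted p = 0.679 from limma with Benjamini-Hochberg adjustment). The GC content and exon length correction moved it most, to 0.43. At day 7 of 4F-mini-oocytes, Dicer1 was at 151.4 ± 1.09 TPM (SD, n = 2), and its log2 fold change of -0.13 to day 21 was not past the threshold (adjusted p = 0.426, limma with Benjamini-Hochberg). It was past it in 5 of 15 other settings, each time lower at day 21, with -0.75 after quantile normalization. These are values of the whole gene and do not separate transcripts that start at the MTC element from those of the canonical promoter.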

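All 4 genes had reads in every day 21 library. Piwil1 (chromosome 5, 128702524 to 128755474) was at 21.2 ± 2.05 TPM (SD, n = 3) in 4F-mini-oocytes and 12.4 ± 0.327 TPM (SD, n = 2) in 8F-mini-oocytes at day 21, and Dnmt3b (chromosome 2, 153649450 to 153687730) at 16.8 ± 3.83 and 20.7 ± 1.11 TPM. Th (chromosome 7, 142892752 to 142931128) was at 61.0 ± 5.68 TPM in 4F-mini-oocytes and 34.8 ± 3.0 TPM in 8F-mini-oocytes, the only 1 of the 4 past FDR 0.05 (log2 fold change -0.79, standard error 0.138, adjusted p = 0.0224 from limma with Benjamini-Hochberg adjustment), and past it in 11 of 15 other settings. Piwil1 was past it in 1 of 15 other settings. Bmp5 (chromosome 9, 75775364 to 75900310) had the lowest level, at 3.1 ± 2.06 and 6.78 ± 2.38 TPM. Between day 7 and day 21 of 4F-mini-oocytes, none of the 4 genes was past FDR 0.05. Bmp5 was at 0.547 ± 0.102 TPM (SD, n = 2) at day 7, and its log2 fold change of 1.28 had an adjusted p of 0.105 from limma with Benjamini-Hochberg adjustment. Piwil1 and Th changed by 0.41 and 0.20, and by -0.15 and -0.32 with voom on recovered reads, and Dnmt3b by -0.09. As for Dicer1, these values cover the whole gene and not the LTR-driven transcript alone.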

### Mini-oocytes exhibit proteomic profiles similar to in vivo oocytes

RNA-seq data indicated that transcripts present in in vivo oocytes are also expressed in mini-oocytes. To further investigate whether these transcripts are indeed translated into proteins, we performed proteome analysis on in vivo FGOs and 4F- and 8F-mini-oocytes at day 21 (Table S2). Triplicate samples were prepared for each group, and proteins detected in all three replicates were considered to be faithfully expressed. Among the 3,868 proteins detected in the in vivo FGO sample, 3,568 (92%) and 3,429 (89%) were commonly identified in the 4F- and 8F-mini-oocyte samples, respectively (Fig 4A). Thus, most of the proteins that are relatively abundant and detectable by proteome analysis in FGOs are also expressed in mini-oocytes. However, some proteins appeared to be excessively expressed in mini-oocytes (Fig 4A and B). This apparent elevation may stem from the larger input amount of the mini-oocyte samples compared with the FGO samples (see the Materials and Methods section). Nevertheless, the higher expression of these proteins was consistent with RNA-seq data (Figs 4B and C and S3E), and gene ontology analysis of these excessive proteins in mini-oocytes revealed that they are related to translation, such as ribosome biogenesis, as observed in the transcriptome analysis (Fig 4D). We speculate that these differences in proteomic profiles between mini-oocytes and in vivo oocytes may reflect the culture environment, which substantially differs from its in vivo counterpart. In addition, we observed that proteins related to cholesterol transport are detected in FGOs but not in mini-oocytes, suggesting the lack or down-regulation of these proteins in mini-oocytes (Fig 4E). Collectively, these results indicate that although there are some differences between mini-oocytes and FGOs, many of the proteins expressed in in vivo FGOs are also present in mini-oocytes.

Table S2. Proteomic data showing protein expression levels in mini-oocytes.

**Figure 4.**
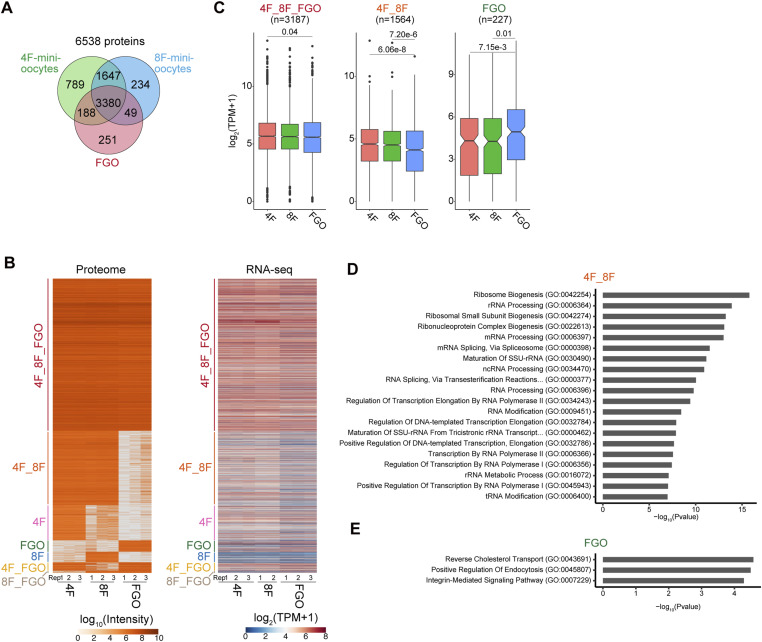
Mini-oocytes exhibit proteomic profiles similar to in vivo oocytes. **(A)** Venn diagrams showing the overlap of expressed genes. Genes detected by proteome analysis of in vivo fully grown oocytes (FGOs), day 21 4F-mini-oocytes, and day 21 8F-mini-oocytes were compared. **(B)** Heatmaps showing the protein (left) and transcript levels (right) of different gene groups. 4F_8F_FGO: genes commonly expressed in 4F- and 8F-mini-oocytes and FGOs, based on proteomic data. 4F_8F: genes expressed in 4F- and 8F-mini-oocytes but not in FGOs. 4F: genes expressed exclusively in 4F-mini-oocytes. 8F: genes expressed exclusively in 8F-mini-oocytes. FGO: genes expressed exclusively in FGOs. 4F_FGO: genes expressed in 4F-mini-oocytes and FGOs, but not in 8F-mini-oocytes. 8F_FGO: genes expressed in 8F-mini-oocytes and FGOs, but not in 4F-mini-oocytes. **(C)** Boxplots showing the transcript levels of different gene groups. **(B)** Gene groups indicated correspond to those indicated in (B). The Kruskal–Wallis test and Dunn’s test were applied. **(D)** Gene ontology analysis. Genes expressed in 4F- and 8F-mini-oocytes, but not in FGOs (4F_8F), were analyzed. **(E)** Gene ontology analysis. Genes expressed in FGOs, but not in 4F- and 8F-mini-oocytes (FGO), were analyzed.

### Zona pellucida–like structures are formed in mini-oocytes

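In 8F-mini-oocytes at day 21, Zp1 was at 1104 ± 14.5 TPM, Zp2 at 4235 ± 93.6 TPM and Zp3 at 6147 ± 104.2 TPM (SD, n = 2 for each). Against 4F-mini-oocytes of the same day, the log2 fold changes were -0.36 (standard error 0.096, adjusted p = 0.0754) for Zp1 and -0.42 (standard error 0.158, adjusted p = 0.185) for Zp2, from limma with Benjamini-Hochberg adjustment. Zp3 had a log2 fold change of -0.01 (standard error 0.206) that was 0.14 with voom on recovered reads. None of the 3 genes was past FDR 0.05 over all genes, and 1 was when the adjustment was made over the listed genes alone (Zp1, adjusted p = 0.0297 from limma with Benjamini-Hochberg adjustment). Over all genes, Zp1 and Zp2 were each past FDR 0.05 in 2 of 15 other settings. In the protein values the paper reports, the mean log2 value of 8F-mini-oocytes minus that of 4F-mini-oocytes was -0.02 for Zp1, 0.39 for Zp2 and 0.00 for Zp3. The direction for Zp1 depended on the averaging, since the log2 ratio of its mean values was 0.13. Of the other genes for fertilization in Fig 5A, Cd9 fell by 0.77 on the log2 scale between day 7 and day 21 of 4F-mini-oocytes (adjusted p = 0.00389 from limma with Benjamini-Hochberg adjustment), to 122.9 ± 10.1 TPM (SD, n = 3). Izumo1r was at 103.2 ± 2.98 TPM (SD, n = 2) at day 7 and 114.2 ± 21.5 TPM (SD, n = 3) at day 21, not past FDR 0.05 (adjusted p = 0.568, limma with Benjamini-Hochberg), and its direction reversed under quantile normalization (-0.48).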

RNA-seq and proteome analyses indicated a similarity between mini-oocytes and in vivo FGOs, and Zp1, Zp2, and Zp3, the zona pellucida components, were expressed in mini-oocytes at the RNA and protein levels (Fig 5A). However, the zona pellucida was not visible under an optical microscope. Thus, to further investigate the characteristics of mini-oocytes, we performed electron microscopy (EM) on mini-oocytes at day 21, in vivo FGOs, and mESCs (Fig 5B). This analysis revealed the presence of a zona pellucida–like structure surrounding the plasma membrane of mini-oocytes, although it was thinner and fainter than that of in vivo FGOs. Consistently with the EM observation, immunofluorescence staining detected ZP2 and ZP3 signals on mini-oocytes (Fig 5C and D). In addition to the zona pellucida, we observed well-developed microvilli upon mini-oocyte induction, a characteristic feature of in vivo oocytes (Figs 5B and S4). In contrast, cytoplasmic lattices, a unique structure found in oocytes (Wassarman & Josefowicz, 1978), were not detectable in mini-oocytes, although we cannot exclude their presence in a subset of cells (Fig S4). In addition, we observed differences in mitochondrial morphology between mini-oocytes and FGOs, possibly reflecting the results from transcriptome analyses. Thus, mini-oocytes partially recapitulate structural characteristics of in vivo oocytes, suggesting the necessity of further improvements to better recapitulate the in vivo oocytes at the ultrastructure level.

**Figure 5.**
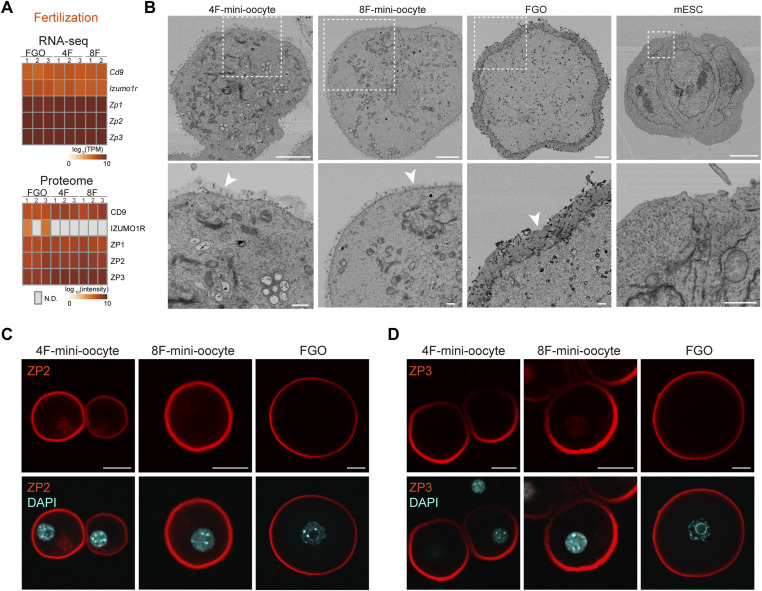
Zona pellucida–like structures are formed in mini-oocytes. **(A)** Heatmaps showing the expression of fertilization-related genes based on RNA-seq or proteome analysis. Gray squares in the heatmap indicate that their expression was not detected (N.D.). **(B)** Electron micrographs of 4F- and 8F-mini-oocytes, fully grown oocytes, and mouse embryonic stem cells. The regions indicated by dashed squares are magnified at the bottom. Scale bars, 5 μm (top) and 1 μm (bottom). **(C)** Immunofluorescence for ZP2. DAPI was used to stain DNA. Scale bars, 20 μm. **(D)** Immunofluorescence for ZP3. DAPI was used to stain DNA. Scale bars, 20 μm.

**Figure S4.**
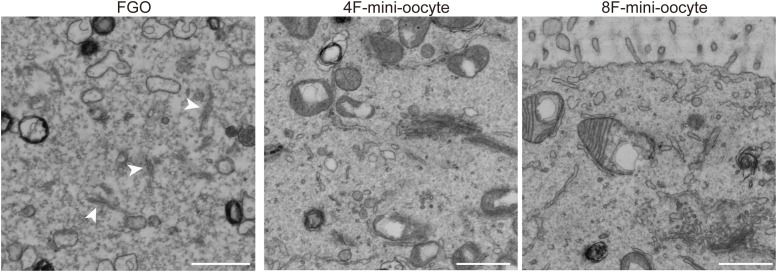
Cytoplasmic lattices were not detectable in mini-oocytes. Electron micrographs for the cytoplasm of fully grown oocytes and 4F- and 8F-mini-oocytes. Arrowheads indicate cytoplasmic lattices. Scale bar, 1 μm.

### Mini-oocytes develop molecular networks reminiscent of in vivo oocytes

We next investigated whether mini-oocytes could serve as an in vitro model for understanding the molecular networks unique to oocytes. Oocytes are characterized by the expression of oocyte-specific genes. 

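The genes of Fig 6A were followed from day 7 to day 21 of 4F-mini-oocytes. All 12 genes of the subcortical maternal complex, the protein complex under the oocyte's membrane, were higher at day 21 and past FDR 0.05, with log2 fold changes from 0.83 for Khdc3 to 5.77 for Nlrp2 and of 2.18 for Tle6. The 12 were also past it when adjusted over the listed genes alone and in each of 15 other settings. The smallest value in these settings was 0.29, for Khdc3 with voom on recovered reads. Padi6 (chromosome 4, 140727355 to 140742643) had the highest level, rising from 5321 ± 699.2 TPM (SD, n = 2) to 16051 ± 1117 TPM (SD, n = 3), a log2 fold change of 1.60 (standard error 0.193, adjusted p = 0.00109 from limma with Benjamini-Hochberg adjustment). Nlrp5 (chromosome 7, 23385889 to 23441922) rose from 1896 ± 521.1 to 6056 ± 322.6 TPM, a log2 fold change of 1.70 (standard error 0.194, adjusted p = 0.000862, limma with Benjamini-Hochberg). Nlrp5 was lower in 8F- than in 4F-mini-oocytes at day 21, with a log2 fold change of -0.84 (standard error 0.194, adjusted p = 0.0488, limma with Benjamini-Hochberg). This was past the threshold in 7 of 15 other settings and in 2 of 5 fits with one library left out. Padi6 had a log2 fold change of -0.80 between these groups (adjusted p = 0.0543, limma with Benjamini-Hochberg). It was past the threshold in 7 of 15 other settings and in 0 of 5 fits with one library left out. In the protein values the paper reports, which were not tested for single genes, Nlrp5 was higher in 8F-mini-oocytes, by 0.63 as a difference of mean log2 values. Over the members of the complex with readable protein values, this difference ran from -0.11 for Zbed3 to 0.71 for Nlrp9a. Nlrp9a, Nlrp9b and Nlrp9c are close paralogs whose reads the unique mapping can drop or split, and their values are uncertain. Of the 9 genes for maternal RNA regulation, 8 were past FDR 0.05, 6 of them higher and 2 lower at day 21, with Zfp36l2 falling by 0.83 and Ago2 by 0.79 on the log2 scale. The fall of Ago2 was past the threshold in 14 of 15 other settings. Cpeb1 and Lsm14b were among those that rose, by 0.88 and 1.02. Dazl was the remaining gene. At day 21, Zfp36l2 was higher in 8F-mini-oocytes by 0.98 (standard error 0.111, adjusted p = 0.00704, limma with Benjamini-Hochberg), past the threshold in 13 of 15 other settings. Dazl was at 8.34 ± 5.04 TPM (SD, n = 2) in 8F-mini-oocytes, a log2 fold change of -3.03 against 4F-mini-oocytes (standard error 0.442, adjusted p = 0.0139, limma with Benjamini-Hochberg), and was past it in as many settings. Of the 6 genes for DNA methylation, 4 were higher at day 21. Dnmt1 (chromosome 9, 20907209 to 20959888) rose from 436.6 ± 127.7 to 5374 ± 507.2 TPM, a log2 fold change of 3.65 (standard error 0.205, adjusted p = 8.2e-05, limma with Benjamini-Hochberg). Uhrf1 (chromosome 17, 56303321 to 56323486) rose from 683.8 ± 66.0 to 1669 ± 111.3 TPM, a log2 fold change of 1.29 (standard error 0.117, adjusted p = 0.000369, limma with Benjamini-Hochberg). Dnmt3l rose from 0.353 ± 0.499 to 12.4 ± 1.32 TPM, and Zfp57 by 1.94 on the log2 scale. Dnmt3a, at 43.4 and 38.0 TPM, was not past FDR 0.05 (adjusted p = 0.394, limma with Benjamini-Hochberg). It was past it in 4 of 15 other settings, each time lower at day 21, with -0.71 with voom. All 7 genes listed for oogenesis were higher at day 21 and past FDR 0.05, with Bmp15 rising from 27.5 ± 5.74 to 289.4 ± 3.63 TPM.

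**Figure D3:**
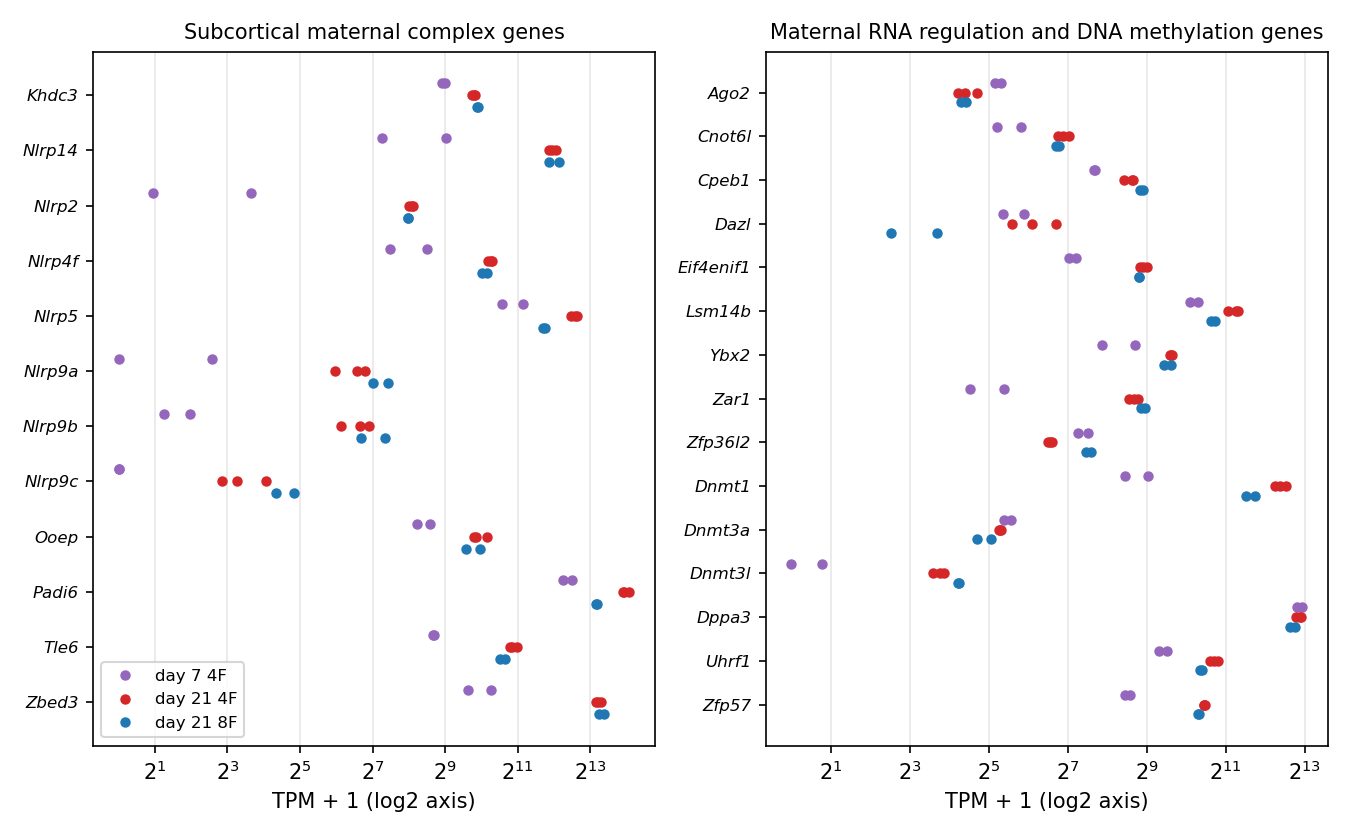
TPM + 1 on a log2 axis in each library of 4F-mini-oocytes at day 7 (purple) and of 4F- (red) and 8F-mini-oocytes (blue) at day 21, with a point for each library, for genes of the subcortical maternal complex (left) and for genes of maternal RNA regulation and DNA methylation (right). In the left panel every day 21 4F point of the 12 genes lies to the right of both day 7 points of that gene.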

Based on RNA-seq and proteome data, we confirmed the expression of such genes required for oogenesis, fertilization, maternal RNA regulation, DNA methylation (imprinting), and components of the subcortical maternal complex (SCMC) (Figs 5A and 6A).

**Figure 6.**
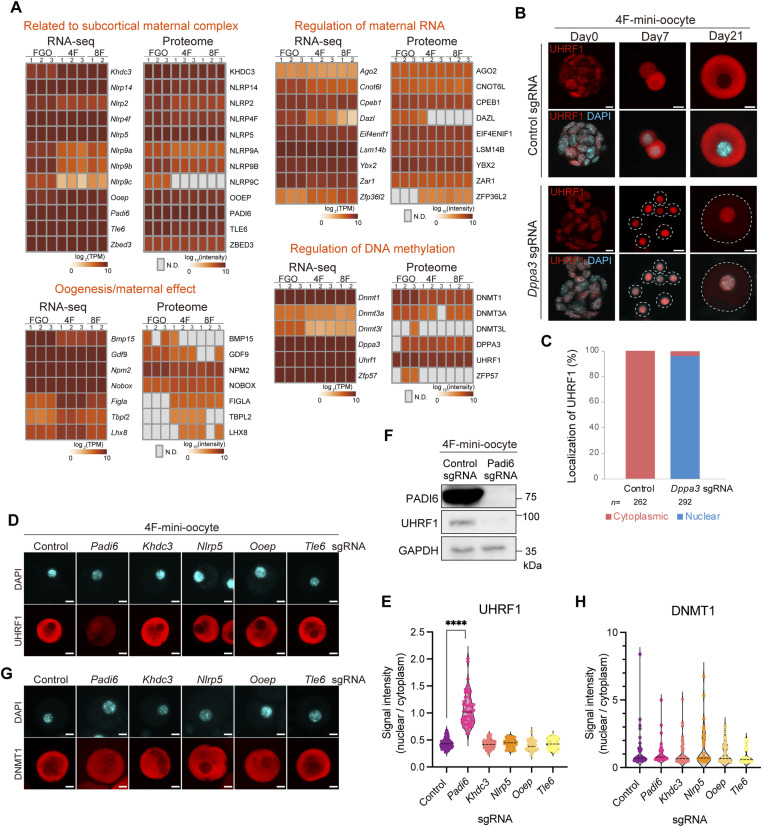
Small-scale gene knockout screen using mini-oocytes. **(A)** Heatmaps showing the expression of indicated genes based on RNA-seq or proteome analysis. Genes characteristic of oocytes are grouped according to their known functions. Note that the expression of Figla, Tbpl2, Nobox, and Lhx8 includes both endogenous and transgene expressions. Gray squares in the heatmap indicate that their expression was not detected (N.D.). **(B)** Immunofluorescence for UHRF1 in 4F-mini-oocytes. Immunofluorescence was performed for cells transduced with control sgRNA or Dppa3 sgRNA at days 0, 7, and 21 after the mini-oocyte induction. Scale bars, 10 μm. **(C)** Bar graph showing the frequency of cells displaying nuclear (blue) and cytoplasmic (red) localization of UHRF1 in cells transduced with control sgRNA or Dppa3 sgRNA. *n*, total cell numbers analyzed in three independent experiments. **(D)** Immunofluorescence for UHRF1 in 4F-mini-oocytes at day 21. Immunofluorescence was performed for cells transduced with indicated sgRNA. Scale bars, 10 μm. **(E)** Violin plots showing the nuclear and cytoplasmic UHRF1 signal intensity ratio in day 21 4F-mini-oocytes transduced with indicated sgRNA. **(F)** Western blotting for PADI6, UHRF1, and GAPDH in 4F-mini-oocytes at day 21. Indicated sgRNAs were transduced. **(G)** Immunofluorescence for DNMT1 in 4F-mini-oocytes at day 21. Immunofluorescence was performed for cells transduced with indicated sgRNA. Scale bars, 10 μm. **(H)** Violin plots showing the nuclear and cytoplasmic DNMT1 signal intensity ratio in day 21 4F-mini-oocytes transduced with indicated sgRNA.

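For these 4 genes the TPM was highest in 4F-mini-oocytes at day 21. Nobox was at 681.6 ± 27.2 TPM (SD, n = 2) at day 7 and at 1184 ± 77.2 TPM (SD, n = 3) in 4F-mini-oocytes and 1031 ± 30.4 TPM (SD, n = 2) in 8F-mini-oocytes at day 21. Tbpl2 was at 131.5 ± 7.98, 212.8 ± 48.1 and 122.3 ± 1.81 TPM. The fresh medium contained Shield-1, which stabilizes the proteins of the induced factors, at day 7 but no longer at day 21. From day 7 to day 21 of 4F-mini-oocytes, the log2 fold changes of Nobox, Figla, Tbpl2 and Lhx8 were 0.79, 0.71, 0.67 and 1.08, all past FDR 0.05. That of Tbpl2 was past it in 6 of 15 other settings and was 0.03 after quantile normalization. That of Figla was past it in 14 of 15. At day 21, Figla (chromosome 6, 86016171 to 86020996) had a log2 fold change of -1.23 in 8F- against 4F-mini-oocytes (standard error 0.111, adjusted p = 0.00435 from limma with Benjamini-Hochberg adjustment), at 323.3 ± 4.07 against 760.7 ± 48.1 TPM, and was past the threshold in 14 of 15 other settings. That of Lhx8 (chromosome 3, 154306294 to 154330659) was -1.21 (standard error 0.091, adjusted p = 0.00242, limma with Benjamini-Hochberg), at 186.4 ± 1.55 against 433.2 ± 14.3 TPM. Nobox and Tbpl2 were not past FDR 0.05 between 4F- and 8F-mini-oocytes (adjusted p = 0.338 and 0.0583, limma with Benjamini-Hochberg), and Tbpl2 was past it in 3 of 15 other settings. Of the factors induced in 8F-mini-oocytes alone, Stat3, Dynll1 and Sub1 were at 181.5 ± 1.41, 216.8 ± 27.5 and 552.3 ± 56.8 TPM in 4F-mini-oocytes at day 21, where they have no transgene, and at 185.9 ± 14.6, 320.1 ± 4.04 and 570.7 ± 63.5 TPM in 8F-mini-oocytes. None of these 3 was past FDR 0.05 between 4F and 8F, and Dynll1 was past it in 3 of 15 other settings. Sohlh1 was at 130.1 ± 18.9 TPM in 8F- and 53.3 ± 9.48 TPM in 4F-mini-oocytes at day 21, a log2 fold change of 1.28 (adjusted p = 0.0201 from limma with Benjamini-Hochberg adjustment) that was past it in 13 of 15 other settings. In the protein values the paper reports, the mean log2 value of 8F-mini-oocytes minus that of 4F-mini-oocytes was -0.59 for Stat3 and 1.83 for Sub1. Whether transgene reads are counted on Stat3, Dynll1, Sub1 and Sohlh1 was not tested.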

DNA methylation is uniquely regulated in oocytes (Sendzikaite & Kelsey, 2019; Xia & Xie, 2020). Notably, UHRF1 and DNMT1, which are typically localized in the nucleus, are excluded from it and predominantly found in the cytoplasm of oocytes (Hirasawa et al, 2008; Maenohara et al, 2017). It has been reported that DPPA3 (also known as STELLA) is responsible for the cytoplasmic localization of UHRF1. Through this mechanism, DPPA3 protects oocytes from excessive DNA methylation, thereby regulating the developmental potential after fertilization (Li et al, 2018). Interestingly, although UHRF1 was localized in the nucleus of mESCs, it became exclusively localized in the cytoplasm in mini-oocytes upon induction (Fig 6B). To examine whether this change in localization is indeed dependent on DPPA3, we depleted DPPA3 using the CRISPR-Cas9 system (Fig S5A). Mini-oocytes could be generated normally upon DPPA3 depletion. As expected, the cytoplasmic localization of UHRF1 was lost, and UHRF1 was localized to the nucleus, as observed before in DPPA3 mutant mice (Li et al, 2018) (Fig 6B and C). These results indicate that DPPA3-dependent regulation of UHRF1 localization is operative in mini-oocytes as in in vivo oocytes.

**Figure S5.**
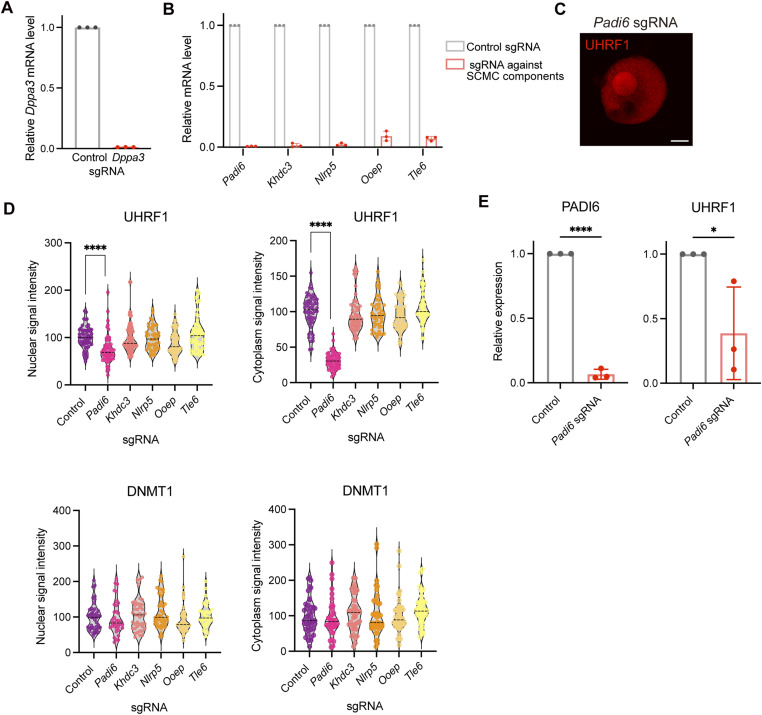
Small-scale gene knockout screen using mini-oocytes. **(A)** *Dppa3* knockout efficiency estimated by quantitative RT–PCR. 4F-mini-oocytes at day 21 transduced with control or *Dppa3* sgRNA were analyzed. Primers were designed at the putative deletion sites by paired sgRNAs. **(A, B)** Gene knockout efficiency estimated by quantitative RT–PCR. 4F-mini-oocytes at day 21 transduced with the indicated sgRNA were analyzed as in (A). **(C)** Immunofluorescence image for UHRF1 in Padi6 KO 4F-mini-oocytes. Signal intensities were artificially enhanced to improve visibility of UHRF1 localization. Scale bar, 10 μm. **(D)** Violin plots showing the nuclear and cytoplasmic signal intensities of UHRF1 and DNMT1 in day 21 4F-mini-oocytes transduced with indicated sgRNA. **(E)** Bar plots showing the relative protein expression levels of PADI6 and UHRF1 in day 21 4F-mini-oocytes transduced with indicated sgRNA.

We next explored the utility of mini-oocytes for genetic screening, focusing on the SCMC, which is specifically expressed in oocytes. The SCMC was first described as a complex composed of at least four members: Nlrp5 (also known as Mater), Tle6, Ooep (also known as Floped), and Khdc3 (also known as Filia). In addition to these, Padi6 has been proposed as a fifth member of the SCMC (Li et al, 2008). Female mice lacking SCMC genes do not exhibit defects in oogenesis but display embryonic arrest after fertilization (Tong et al, 2000; Esposito et al, 2007; Li et al, 2008; Yurttas et al, 2008; Zheng & Dean, 2009; Tashiro et al, 2010). Consistent with observations in mice, mutations in SCMC genes are associated with embryonic developmental arrest and female infertility in humans (Alazami et al, 2015; Zhu et al, 2015; Xu et al, 2016; Yatsenko & Rajkovic, 2019). Furthermore, recent evidence indicates that several mutations in SCMC genes cause multi-locus imprinting disturbances (MLID), suggesting their involvement in the regulation of DNA methylation (Docherty et al, 2015; Soellner et al, 2017; Elbracht et al, 2020; Bebbere et al, 2021). However, the global understanding of how SCMC genes influence DNA methylation in oocytes remains unclear, including whether all SCMC components are equally important or whether specific factors play unique roles. Leveraging the relative ease of gene manipulation in the mini-oocyte induction system, we examined whether the oocyte-specific cytoplasmic localization of UHRF1 and DNMT1 is affected by conducting a small-scale gene knockout screen for each SCMC member (Fig S5B). In line with the observation that female mice deficient in SCMC genes show normal oogenesis, there were no obvious alterations in generating mini-oocytes. This analysis revealed that only the knockout of Padi6, and not that of the other four members, affects the localization of UHRF1 (Fig 6D). In Padi6 knockout mini-oocytes, nuclear localization of UHRF1 became evident, although UHRF1 was still detectable in the cytoplasm (Figs 6D and E and S5C). Furthermore, both the nuclear and cytoplasmic UHRF1 signals were reduced upon Padi6 depletion (Fig S5D), indicating the down-regulation of UHRF1 protein levels. This was confirmed by Western blotting for UHRF1 (Figs 6F and S5E). On the other hand, DNMT1 localization was not affected (Figs 6G and H and S5D). These findings align with a recent study that identified UHRF1 relocalization and reduction in Padi6 mutant mouse oocytes (Giaccari et al, 2024). On the other hand, whether the absence of other SCMC members affects UHRF1 localization in in vivo oocytes remains to be investigated. Therefore, our results suggest that although SCMC members are interdependent in the formation of the complex, the depletion of individual members does not lead to a uniform phenotype. Instead, each member or Padi6 may have distinct and unique functions within oocytes. This is consistent with the observation that Padi6 and Tle6 mutant mice exhibit differential phenotypes in the alterations of proteomic profiles (Jentoft et al, 2023).

## Discussion

In this study, we developed a method to generate mini-oocytes from mESCs. This method uses a conventional two-dimensional culture and only requires a medium change every 3 d during mini-oocyte induction. In addition, the scale of culture can be easily adjusted based on the desired number of mini-oocytes. Thus, this approach overcomes the limitations inherent in in vivo studies. Importantly, we observed that several key processes characteristic of in vivo oocyte development also occur during mini-oocyte induction. One of the prominent features of the oocyte is its large cell size, which is required for embryogenesis. During the mini-oocyte induction, cells exhibited an increase in size, resembling the growth phase of oocytes following the activation of primordial follicles. Our results indicated that supplementation of SCF in the culture medium is essential for this increase in cell size. It has been proposed that SCF binds to KIT, its receptor, and activates the PI3K (phosphoinositide 3-kinase)-AKT signaling pathway (Castrillon et al, 2003; Liu et al, 2006). AKT phosphorylates FOXO3, which inhibits its nuclear retention and promotes its cytoplasmic localization. However, the mechanism by which FOXO3 relocalization leads to oocyte activation and subsequent cell growth remains to be understood. Our findings suggest that the SCF-dependent pathway may regulate cell size during oocyte development. When combined with biochemical assays and genetic manipulations, which are relatively easily applicable to mini-oocytes, the mini-oocyte induction system might be able to facilitate the identification of regulatory molecules within the PI3K-AKT-FOXO3 pathway, as well as elucidate the molecular mechanisms underlying cell size increase during oogenesis.

We investigated whether mini-oocytes could serve as a model to conduct a genetic screen, using UHRF1 localization as a readout. During mini-oocyte induction, UHRF1 was relocalized to the cytoplasm, mimicking its behavior in in vivo oocytes (Maenohara et al, 2017). When DPPA3 was knocked out, UHRF1 exhibited nuclear localization in mini-oocytes, consistent with observations in DPPA3 knockout mice (Li et al, 2018). These findings strongly suggested that the molecular network intrinsic to in vivo oocytes is at least partially reconstituted in mini-oocytes. We then examined whether the role of SCMC components in regulating UHRF1 localization could also be studied using mini-oocytes. As a result, we found that PADI6, but not other SCMC components, affects UHRF1 localization. Interestingly, Padi6 and Tle6 mutant oocytes showed distinct changes in the proteome, and UHRF1 was down-regulated specifically in Padi6 mutant oocytes, whereas both mutants showed impaired cytoplasmic lattice formation (Esposito et al, 2007; Qin et al, 2019; Jentoft et al, 2023). Furthermore, nuclear UHRF1 localization in Padi6 mutant mouse oocytes was consistently observed in a previous study (Giaccari et al, 2024). Thus, our results strongly suggest that mini-oocytes could serve as a useful tool for screening and selecting candidate genes before undertaking time- and cost-intensive in vivo studies. In addition, the fact that more than 10^6^ mini-oocytes can be obtained from a single experiment suggests that genome-wide genetic screening and many kinds of biochemical assays are feasible using mini-oocytes.

The most prominent difference between the induction of mini-oocytes and in vivo oogenesis is the absence or presence of ovarian somatic cells. In vivo, oocytes are surrounded by ovarian somatic cells, particularly granulosa cells. It is well established that cell–cell communication between oocytes and somatic cells, such as cell–cell contact by transzonal projections and SCF secretion from granulosa cells, plays a crucial role in oocyte development (Liu et al, 2006; Li & Albertini, 2013). In developing the mini-oocyte induction method, we chose not to include ovarian somatic cells, prioritizing the method’s simplicity and scalability. As a result, it is highly likely that certain molecular processes dependent on oocyte–somatic cell communication are absent in the mini-oocyte induction system, which may limit the utility of mini-oocytes as an oocyte model. It is apparent that mini-oocytes are smaller than in vivo FGOs. Our finding that genes involved in the cAMP signaling pathway were down-regulated in mini-oocytes may be informative for the improvement of their size, as it is related to follicle formation and meiotic arrest (Wang et al, 2015). In addition, the zona pellucida was poorly developed and cytoplasmic lattices were not detectable in mini-oocytes, although we cannot exclude the possibility that a small fraction of mini-oocytes might develop these structures. These structural differences might be involved in the presence of somatic cell–derived factors, although this hypothesis needs to be addressed by further experiments. Of note, a study that generated oocyte-like cells in vitro from mESCs without ovarian somatic cells has been reported very recently (Nosaka et al, 2025). Although this study allowed the progression of meiosis followed by oocyte-like cell generation upon 34 d of culture of sorted PGCLCs, the size of the oocyte-like cells was still smaller than in vivo FGOs. In this regard, incorporating somatic cells or conditioned medium into the mini-oocyte induction system may help distinguish between cell-autonomous and non–cell-autonomous pathways in constructing oocyte-specific features.

## Materials and Methods

### Animals and collection of mouse oocytes

All animal experiments were approved by the Animal Experiments Committee of the University of Yamanashi (A4-1), and performed according to the guidelines for animal experiments at the University of Yamanashi. Mice were housed in cages under specific pathogen-free conditions and had free access to water and food. FGOs were collected by poking the ovaries of ICR female mice at 8–12 wk of age. For proteome analysis, 5 IU of pregnant mature serum gonadotropin (PMSG) was injected into B6D2F1 female mice 46–48 h before the collection of FGOs.

### Cell culture

Female mESCs were cultured in the 2i+LIF condition without feeders as described previously (Hayashi et al, 2011). BVSC H18 mESCs (Hayashi et al, 2012) were used as parental cells for 4F- and 8F-mESCs.

### Mini-oocyte induction

0.01% poly-L-ornithine solution (Sigma-Aldrich) was added to each well of a plate and incubated at RT for 1 h. Subsequently, poly-L-ornithine solution was removed, 300 ng/ml laminin solution (Corning) was added to the same wells, and the plate was incubated overnight in a 5% CO_2_ incubator. The wells were washed once with PBS, and S10 medium (StemPro-34 SFM [Thermo Fisher Scientific] supplemented with 10% FBS [Thermo Fisher Scientific], 150 μM 2-O-α-D-glucopyranosyl-L-ascorbic acid [TCI chemicals], 1 × GlutaMAX [Thermo Fisher Scientific], 1 × penicillin/streptomycin [Thermo Fisher Scientific], and 55 μM 2-mercaptoethanol [Thermo Fisher Scientific]) supplemented with 150 ng/ml SCF (R&D), 10 μM Y-27632 (FujiFilm), and 0.5 μM Shield-1 (Selleck) was added to the plate to prepare it for cell seeding.

4F- or 8F-mESCs routinely cultured were detached from culture plates by 1× TrypLE solution (Thermo Fisher Scientific), and the detached cells were thoroughly dissociated into single cells by pipetting. The cell suspension was then transferred to tubes containing Wash medium (DMEM/F12 [Nacalai] supplemented with 0.1% BSA [Thermo Fisher Scientific]). The cell suspension was centrifuged at 200*g* for 3 min at RT, and the supernatant was discarded. The cell pellet was resuspended in an appropriate volume of S10 medium supplemented with SCF, Y-27632, and Shield-1. The cell suspension was added to the precoated culture plates in the desired amount, ensuring even distribution of cells (regarded as day 0). 3 × 10^4^ cells were typically plated per well in a 24-well plate. The medium was replaced every 72 h, with half of the medium exchanged for freshly prepared S10 medium containing SCF, Y-27632, and Shield-1. Starting from day 12, Shield-1 was omitted from the fresh medium.

### Gene knockout in mini-oocytes

A 4F-mESC clone stably expressing Cas9 (Cas9-mESCs) was established using a lentivirus vector carrying the CAG-Cas9-2A-Blast cassette (a plasmid kindly provided by Yusuke Miyanari, Kanazawa University, Japan). In brief, 4F-mESCs were infected with Cas9 lentivirus and selected with blasticidin, and a single blasticidin-resistant clone that efficiently expresses Cas9 was used for transfection. For sgRNA expression, oligos containing sgRNA target sequences were first inserted into a constructed sgRNA-expressing vector that confers zeocin resistance (U6-sgRNA-CAG-Zeo). At day 0, the sgRNA-expressing vector was transfected into Cas9-mESCs using Lipofectamine 2000 (Thermo Fisher Scientific), and the medium was exchanged with a fresh one 5–6 h after the transfection. From day 1, the transfected cells were selected with 50 μg/ml zeocin for 48 h. After the selection, mESCs were cultured for 24–48 h without zeocin, and then used for mini-oocyte induction. We used a pair of sgRNAs to efficiently knock out a target gene. The sgRNA target sequences are as follows:

Negative control #1: AAA​CCT​AGC​GTA​GAT​TCG​GC.

Negative control #2: CAA​TAT​CTA​AGC​GCT​AAC​GA.

Dppa3 #1: TGC​CCA​TCG​CAT​CGC​CAT​GG.

Dppa3 #2: TGC​GGT​TCC​GTA​GAC​TGC​GC.

Padi6 #1: GGT​AGG​CAT​GGA​AAT​CAC​CT.

Padi6 #2: GAG​GCA​GAC​ATC​TAT​CGA​GA.

Nlrp5 #1: GTT​ACC​GGT​TTG​CAG​AAA​GT.

Nlrp5 #2: CTG​AAG​GAG​TGT​GGA​CCA​TG.

Tle6 #1: ACC​TCA​GAG​GTG​GTG​CGT​GA.

Tle6 #2: CCA​AGT​TCA​AAA​GCA​CCC​CG.

Ooep #1: GGC​GTC​AGC​ATC​AGC​CGT​GT.

Ooep #2: CAG​TGG​ACT​CCG​TCA​ACT​CT.

Khdc3 #1: ACA​CTA​TGG​CCT​CTC​TGA​AG.

Khdc3 #2: TCA​ACG​TCC​CTT​CGG​AAA​GG.

### Quantitative real-time polymerase chain reaction (qRT–PCR)

qRT–PCR for mini-oocytes at day 21 was performed as described before (Sakamoto et al, 2022). To estimate knockout efficiency, primers that overlap regions possibly deleted by paired sgRNA were designed. The primers used were as follows:

Padi6-F: 5′-act​gtg​gat​gaa​gac​aag​gtg​c

Padi6-R: 5′-atg​tcc​agt​tgt​cca​tct​cg

Nlrp5-F: 5′-aga​ctc​tca​ccg​gtt​tgt​atg

Nlrp5-R: 5′-cat​aga​aca​ccg​acc​tca​tgg

Khdc3-F: 5′-acg​tgg​aac​ctc​ggc​tac​tg

Khdc3-R: 5′-gtc​aac​gtc​cct​tcg​gaa​ag

Tle6-F: 5′-gga​gag​gaa​caa​gat​gag​tat​tg

Tle6-R: 5′-ctt​ttg​aac​ttg​ggg​tgc​tg

Ooep-F: 5′-tgc​tga​cgc​caa​gcc​aga​ct

Ooep-R: 5′-ttg​acg​gag​tcc​act​gtc​ag

Stella-F: 5′-aag​agg​acg​ctt​tgg​atg​at

Stella-R: 5′-aat​gcg​gtt​ccg​tag​act​g

### Transcriptome analysis

1,000 and 10 mini-oocytes at days 7 and 21, respectively, were pooled in PBS per sample and snap-frozen in PCR tubes. SMART-seq Stranded Kit (TAKARA) was used to prepare RNA-seq libraries. The first and second amplification steps were carried out for 5 and 13 cycles, respectively. Paired-end sequencing was performed on a NovaSeq 6000 (53 bp × 2) or NovaSeq X Plus (150 bp × 2).

### RNA-seq data processing

For samples prepared using a SMART-seq stranded kit (TAKARA), the first three bases of read 2 derived from the SMART-seq stranded adaptor were removed using Trim Galore! with a “–clip_R2 3” option. After the reads were aligned to the mouse genome (mm10) using Hisat2, the reads that correspond to rRNA were removed using the Bedtools intersectBed function (Quinlan & Hall, 2010). The uniquely mapped reads were isolated using the tag NH:i:1. featureCounts (Liao et al, 2014) and GENCODE annotation of the mm10 mouse genome (vM25) were used to analyze the transcription level with options “-p -O --fraction.” Published total RNA-seq data for FGOs (GSE183969) or mRNA-seq data for differentiating oocytes (GSE79729 and GSE128305) were used to analyze their transcriptional profiles (Hikabe et al, 2016; Shimamoto et al, 2019; Yano et al, 2022). TPM was calculated by counting reads mapped to the exon. PCA was performed with R. The resulting read count data were processed using EdgeR (Robinson et al, 2010) to identify differentially expressed genes. A false discovery rate of <0.05 was used to extract differentially expressed genes. KEGG pathway enrichment analysis was conducted using the ClueGO plugin in Cytoscape (Shannon et al, 2003). For quantification of repetitive genomic regions, we used featureCounts with options “-M -p -s 0” to allow for multi-mapped read counts of repetitive loci annotated by RepeatMasker (mm10). The expression pattern of transposable elements in mESCs was calculated using total RNA-seq data from male mESCs (the identifiers were ENCLB212CDP and ENCLB118KZE) (https://www.encodeproject.org) as corresponding data for female mESCs were not available in the database. Repetitive elements with more than 100 copies were used, and reads per million (RPM) were calculated using R. The mean of replicates was calculated, and repetitive elements with log_2_(RPM + 1) > 10 and absolute log_2_ fold change ≥ 2 were defined as differentially expressed.

### Proteome analysis

#### Sample preparation

100 in vivo FGOs and ∼10^4^ mini-oocytes per sample were collected in PBS containing 0.2% PVP. Zona pellucida of FGOs was removed by acidic Tyrode’s solution. The cell pellets were lysed in PTS buffer (12 mM sodium deoxycholate [SDC], 12 mM sodium N-lauroylsarcosinate [SLS] in 100 mM Tris–HCl buffer [pH 8.5]) with 0.02% lauryl maltose neopentyl glycol (LMNG) (Konno et al, 2024). Proteins were reduced and alkylated using 12 mM tris(2-carboxyethyl)phosphine (TCEP) and 50 mM 2-chloroacetamide (CAA). The protein solution was diluted 10-fold with 50 mM ammonium bicarbonate and digested with 0.5 mg LysC (FUJIFILM Wako, biochemistry-grade) and 0.5 mg trypsin (Promega, sequence-grade) at RT overnight. Digestion was halted by acidifying the mixture with trifluoroacetic acid (TFA). The resulting peptides were purified using SDB-RPS StageTips (GL Sciences).

#### Nanoscale liquid chromatography/tandem mass spectrometry (nanoLC/MS/MS)

A nanoLC/MS/MS system comprising a Vanquish Neo UHPLC (Thermo Fisher Scientific) and an Orbitrap Eclipse mass spectrometer (Thermo Fisher Scientific) equipped with a high-field asymmetric waveform ion mobility spectrometer interface (FAIMSpro, Thermo Fisher Scientific) was employed. The mobile phases consisted of (A) 0.1% formic acid and (B) 0.1% formic acid and 80% acetonitrile (ACN). In-house–packed columns were prepared as follows: emitters were generated by pulling a 25-cm fused-silica capillary (100 μm inner diameter; GL Sciences) using the P-2000 laser puller (Sutter Instrument). ReproSil-Pur C18-AQ resin (1.9 μm, Dr. Maisch) was then packed into the emitter using an air-pressure pump connected to a N_2_ bomb, generating a 15-cm column. Peptides were separated by applying a linear gradient for 45 min (5–40% B over 45 min, 45–99% B over 5 min, and 99% B for 10 min) at the flow rate of 350 nl/min. All spectra were obtained using the Orbitrap analyzer. Data-independent acquisition (DIA) mode was employed with the following parameters. Survey scans were performed in the range of 350–1,000 *m/z* (resolution = 120,000, maximum injection time = 45 ms, and automatic gain control = 300%). In the following MS/MS scans, the precursor range was set to 500–740 *m/z*, and 60 scans were acquired with the isolation window of 4 *m/z*, with HCD normalized collision energy of 27 (resolution = 15,000, injection time = 22 ms, auto gain control = 1,000%, first mass = 120 *m/z*). FAIMS CV was fixed to −45.

#### Data processing

The raw data files were processed using DIA-NN v1.9.1 (Demichev et al, 2020). A spectral library for the precursor ion identifications was made with DIA-NN using an UniProt Swiss-Prot/TrEMBL FASTA file database (*Mus musculus*) downloaded on February 2024, and predicted FASTA digest with default settings. Then, the raw data files were searched using the spectral library with default parameters at 1% FDR. Intensity values were normalized using the MaxLFQ algorithm (Cox et al, 2014) implemented in DIA-NN based on the fact that most of the proteome typically does not change between any two conditions so that the average behavior can be used as a relative standard. However, it is important to note that the sensitivity of protein detection may differ between mini-oocyte and FGO samples because of differences in input amounts.

Proteins consistently detected in all three replicates were used to analyze the overlap of proteins among the FGO, 4F-, and 8F-mini-oocyte groups by depicting a Venn diagram. Heatmaps were generated using the pheatmap function in the R package based on normalized intensity data. Gene ontology analysis was performed using enricher (Chen et al, 2013; Kuleshov et al, 2016; Xie et al, 2021).

### Electron microscopy

Cells were fixed in 2% PFA and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer, pH 7.4, for 2 h at RT and stored at 4°C. After washing cells with 0.1 M cacodylate buffer (pH 7.4) three times, they were further fixed with 1.5% potassium ferrocyanide and 1% osmium tetroxide in the same buffer at 4°C for 1 h and then washed five times with Milli-Q water. After the samples were immersed in 0.5% uranyl acetate in Milli-Q water, they were dehydrated with an ethanol series (30%, 70%, 85%, 95%, and 99.5% for 15 min each and three times in 100% for 20 min) and propylene oxide for 20 min twice, followed by infiltration with Epon 812 resin (TAAB). Polymerization was performed at 65°C for 72 h. Sections (200 nm) were cut with a diamond knife on an ultramicrotome (Leica EM UC6, Leica Microsystems) and placed on a piece of silicon wafer. The sections were stained with uranyl acetate and lead nitrate, then observed with a field emission scanning electron microscope JSM-IT800SHL (JEOL) at 3 kV using a back-scattered electron detector.

### Immunofluorescence and Western blotting

FGOs and mini-oocytes were immunostained as described previously (Ishiuchi et al, 2021). In brief, cells were fixed with 4% PFA in PBS for 10 min at RT. The fixed cells were permeabilized with 0.2% Triton X-100 in PBS for 15 min at RT and incubated in a blocking buffer (3% BSA in PBS) for 1 h. The cells were then incubated with primary antibodies overnight at 4°C or for 1 h at RT. The antibodies used are anti-UHRF1 (sc-373750, 1:200; Santa Cruz Biotechnology), anti-MVH (ab27591, 1:200; Abcam), anti-FOXO3 (#2497, 1:400; CST), anti-DNMT1 (ab188453, 1:200; Abcam), anti-ZP2 (IE-3, 1:200), and anti-ZP3 (IE-10, 1:200) (East & Dean, 1984; East et al, 1985). Anti-ZP2 and ZP3 antibodies were kindly provided by Masahito Ikawa (Osaka University). Secondary antibodies used are goat Alexa 555–conjugated anti-rat IgG or donkey Alexa 555–conjugated anti-mouse IgG (1:500; Thermo Fisher Scientific) or anti-rabbit IgG (Abcam). The samples were mounted with VECTASHIELD (Vector Laboratories). Images were acquired by FV1200 confocal microscope (Olympus, objective: UPlanSApo 40x/0.95) or Axioscope 5 epifluorescence microscope (ZEISS, objective: N-Achroplan 40x/0.65). To compare signal intensities between samples in a single experiment, parameters for the image acquisition were first set avoiding the saturation of the signals, and the same setting was kept to acquire images for all the samples. ZP2- and mCherry-positive and mCherry-negative cells were manually counted by evaluating fluorescence intensity relative to the background signal. Whole-cell lysates of induced mini-oocytes at day 21 were used for Western blotting. Anti-UHRF1 (sc-373750, 1:1,000; Santa Cruz Biotechnology), anti-PADI6 (LS-C373394, 1:1,000; LS Bio), and anti-GAPDH (60004-1-Ig, 1:1,000; Proteintech) antibodies were used.

### Fluorescence intensity measurement

Nuclear regions were first determined by thresholding of DAPI staining images using Fiji. After the average fluorescence intensity at the nuclear regions was measured, the nuclear regions were discarded from the image, and the signal intensity at the cytoplasmic regions was measured. Background signal intensities were subtracted during data analysis. The data obtained from independent experiments were combined after the examination of their reproducibility.

### Statistical analysis

Statistical analyses were implemented with GraphPad Prism or R software (http://www.r-project.org).

## Supplementary Material

Reviewer comments

## Data Availability

The sequencing data from this study are available at the Gene Expression Omnibus, accession number GSE290666. The proteomic data have been deposited into the ProteomeXchange Consortium via the jPOST (Okuda et al, 2025) partner repository, with the dataset identifier JPST003661 (PXD061359 for ProteomeXchange). Original data are available upon reasonable request. Please contact .

How the deposited data were processed for this re-analysis (not part of the article)

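RNA of mini-oocytes was measured by RNA-seq in 7 libraries: 4F-mini-oocytes at day 7 (n = 2, 1000 cells per sample), 4F-mini-oocytes at day 21 (n = 3, 10 cells per sample) and 8F-mini-oocytes at day 21 (n = 2, 10 cells per sample). Condition and replicate number of each library were taken from the sample labels and the paper. The labels and the paper were compared, and every library could be mapped. Libraries of mESCs, FGOs and in vivo oocytes were not analysed here.

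The authors trimmed the reads with Trim Galore!, aligned them to mm10 with Hisat2, removed rRNA reads with Bedtools, kept uniquely mapped reads, counted them on the GENCODE vM25 annotation with featureCounts and deposited TPM, which divides the reads of a gene by its exon length and scales every library to the same total. A read that overlaps several genes was counted as a fraction for each, and no strand option is stated. Unique mapping lowers the values of genes with near-identical copies. The NovaSeq instrument and read length differ between libraries in the paper's methods, which do not name the libraries on each. The authors tested differential expression with edgeR on counts, and those counts were not used here, so a log-scale linear model was fitted to the TPM in their place.

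Genes with at least 1 TPM in at least 2 of the 7 libraries (21780 of 55364) were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), in a fit of all 7 libraries with 3 groups. All tests were two-sided, and p-values were adjusted over the genes tested with the Benjamini-Hochberg method at FDR 0.05. Contrasts were 8F minus 4F at day 21, day 21 minus day 7 in 4F, and 8F at day 21 minus 4F at day 7. No block was used in this fit, because the paper gives none. The replicate numbers come from the sample labels, which do not state whether equal numbers mark samples made together, and a fit with the replicate number as a block was a further setting. By the rule fixed in advance, the genes named in the text are every gene listed from the paper's figures and, for 8F minus 4F and for day 21 minus day 7 in 4F, the 5 genes with the largest change in each direction past FDR 0.05 whose groups do not overlap and whose mean is at least 10 TPM in the higher group. Genes of lists written in advance that are not from the paper (pluripotency, granulosa, other differentiation, proliferation and sex chromosomes) are named only in the closing section, where those described singly, among them Gata4, Krt8, Krt18, Hand1, Kdm5d, Pou5f1, Esrrb and Xist, were picked after their values were seen. Krt19, Actbl2 and Myl3, the trophoblast markers and Kdm5c lie outside these lists and the rule, and were likewise chosen after the data were seen. The listed genes were also adjusted over the 60 tested ones alone.

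Low TPM values rise in steps of 1 read, and with the exon lengths of GENCODE vM21 these steps gave between 9051761 and 17190271 reads on genes per library. Of the genes listed, 54312 (98.1%) matched this annotation with their version and 55104 without it, and coordinates are those of mm10. The smallest TPM that 3 reads can show was computed from these depths for each gene. Recovered reads are estimates and were used for depth, for a limma voom fit chosen after the data were seen and for the tests of depth and molecule number.

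Correlations are Pearson's r of log2(TPM + 1) across all listed genes. Principal components were computed with prcomp, centred and not scaled, on the tested genes. Families of genes (cytosolic ribosomal proteins, oxidative phosphorylation, proliferation) were summarised by the median log2 fold change minus that of all tested genes, with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. Protein values of Table S2 are the paper's; the paper used DIA-NN and MaxLFQ, and 1999 entries of the table could be read, which are sorted by the first FGO sample. Intervals for a share are exact Clopper-Pearson intervals at 95%.

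The test was run on simulated data before it was used: 200 of 21232 genes were changed in simulated reads, of which 20102 passed the expression filter. Every simulated gene in every group had the same spread beyond sampling noise, the median of the day 21 4F libraries. The real groups differed, with a median ratio of variance to mean of 1.32 in the 8F pair and 10.46 at day 7. The simulated rates therefore need not hold for the real comparison. At FDR 0.05, 72 changed genes were recovered with the right direction (36%), 3 of the 100 changed by 1 log2 unit and 69 of the 100 changed by 2. The calls included 23 unchanged genes (24.2% of calls), 22 of them among the 1379 tested genes under 300 exonic bases, and with no gene changed 5 genes were called. The voom fit recovered 97 changed genes with 1 unchanged gene called. Among the 137 changed genes with a mean of at least 10 TPM, the median estimates were 0.93, -0.95, 1.93 and -1.86 for changes of 1, -1, 2 and -2.

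Settings fixed in advance were a pseudocount of 0.1 or 5, no filter or a filter of 5 TPM, median-of-ratios rescaling, quantile normalization, eBayes without the trend, array weights, only the 2 groups compared, the replicate block, and each library left out in turn. Voom on recovered reads, only genes of at least 300 exonic bases, and a correction for GC content and exon length were added after the data were seen. Rescaling without genes of the mitochondrial genome was also listed and was not run, because the table lists 0 such genes. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps, and random seeds were fixed. Unused columns of values in the table were 0.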

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

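The tests of molecule number, of trophoblast, mESC, granulosa and endoderm cells and of male cells were chosen only after the result was seen, and the others before it. How the tests of trophoblast cells and of Kdm5c are read was made stricter after their values were seen, so that neither decides for or against its source. All genes described here lie outside those the paper discusses, apart from Sohlh1 and Prdm14, a marker of Fig S2 that serves in a test.

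Gata4 was at 2.32 ± 1.06 TPM (SD, n = 2) at day 7, 40.5 ± 7.28 TPM (SD, n = 3) in 4F-mini-oocytes at day 21 and 91.6 TPM in 8F-mini-oocytes. Its log2 fold change from day 7 to day 21 in 4F-mini-oocytes was 3.67 (standard error 0.26, adjusted p = 0.000153 from limma with Benjamini-Hochberg adjustment), between 2.63 and 4.13 over 22 other fits, with an adjusted p between 8.77e-05 and 0.00405 in the 20 that give one. Other cells of granulosa or endoderm type in the day 21 samples were tested as sources. Of 8 granulosa genes listed for the test, 0 were above 1 TPM in all 5 day 21 libraries and 0 in all 3 4F libraries. In replicate 2 of the 4F libraries, Gata4 was at 46.3 TPM while Foxl2, Amh, Fshr, Inha, Fst and Hsd17b1 were listed at 0. In replicate 1, Hsd17b1, Inhba and Cyp19a1 were at 2.55, 1.70 and 1.13 TPM. In replicate 3, Inhba and Fshr were at 2.67 and 2.53 TPM. Replicate 2 went against granulosa cells as the sole source of the rise in 4F-mini-oocytes. A share of such cells in the other 4F libraries is left open. In both 8F libraries 2 of the granulosa genes were above 1 TPM, Foxl2 at 2.69 and 1.49 TPM and Cyp19a1 at 1.18 and 1.64 TPM. The test therefore leaves open a share of such cells in the higher Gata4 there. Of Gata6 and Sox17, markers of endoderm, 0 were above 1 TPM, with a highest value of 0.297 TPM, which went against endoderm. The number of cells pooled per sample and the supply of Shield-1 change with the day, so the rise cannot be told apart from a difference in either.

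A set of genes was high at day 7 and much lower at day 21. Krt8 was at 761 ± 144 TPM (SD, n = 2) at day 7 and 71.4 ± 49.2 TPM (SD, n = 3) at day 21 in 4F-mini-oocytes, Krt18 at 547 ± 157 and 4.6 TPM, H19 at 1046 ± 10.6 and 0.372 TPM, and Rhox6 at 456 ± 190 TPM at day 7 and listed at 0 at day 21. Hand1 was at 37.8 ± 36.5 TPM at day 7 and listed at 0 in the 4F libraries of day 21. The log2 fold changes were -3.59, -6.84, -9.67, -8.77 and -4.86 in this order and past FDR 0.05 in each of the 20 fits that give a p; across those fits, the adjusted p ranged from 2.14e-05 to 0.0132. Of 20 trophoblast markers listed for the test, 13 were above 1 TPM in a day 7 library, and 10 of these (76.9%) were higher in both day 7 libraries than in every day 21 library, against 21% of all genes above 1 TPM in a day 7 library. The filter leaves out markers absent at day 7. Of all 20 markers, 6 (Cdx2, Elf5, Tpbpa, Prl3d1, Prl2c2 and Gcm1) were listed at 0 in both day 7 libraries, and 10 (50%) were higher at day 7, against 8.8% of all genes in the table. The test went against undifferentiated mESCs, since 0 of Nanog, Prdm14 and Tdgf1 were above 1 TPM in both day 7 libraries (Nanog 0 and 0.94 TPM). It rests on these genes alone. Of other pluripotency genes, Zfp42 was at 20.6 and 21.9 TPM and Fbxo15 at 9.18 and 5.24 TPM at day 7, and both fell by day 21. Pou5f1, Esrrb and Dppa5a were also above 1 TPM in both day 7 libraries, but rose. Other cells of trophoblast type in the day 7 samples and a change of the mini-oocytes themselves cannot be told apart. Mir675, Gm27786 and Gm27483 lie within H19 and share its reads.

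Kdm5d, a gene of the Y chromosome, had a mean of 0.891 TPM in the 3 libraries of day 21 4F-mini-oocytes, with 77, 57 and 46 reads, although the line is female. It had 4 and 4 reads in the 8F libraries and 0 and 10 at day 7. The test went against male cells in the samples, because Ddx3y, Uty and Eif2s3y had at most 1 read in a day 21 4F library. The X-linked paralog Kdm5c, at 1273 to 2308 reads, had a log2 fold change of -0.13 between 8F and 4F, whereas Kdm5d had fewer reads in both 8F libraries than in each of the 3 day 21 4F libraries. Reads of Kdm5c counted on Kdm5d cannot be excluded, because the reads of Kdm5d are too few to move Kdm5c and the share counted there can differ between libraries. The source of these reads was not found, and no biological explanation was tested.

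Sohlh1, which has a transgene only in 8F-mini-oocytes, was at 53.3 TPM (mean of 3 libraries) in 4F-mini-oocytes at day 21, 41% of its level in 8F-mini-oocytes, and listed at 0 in both day 7 libraries. Spill of 8F reads into the 4F libraries does not account for it, since 23 of the 1928 genes with at least 100 TPM in 8F-mini-oocytes were under 10% of that level in 4F-mini-oocytes, and spill would have raised these too. Whether transgene reads are counted on Sohlh1 in 8F-mini-oocytes was not tested.

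The 8F libraries listed on average 4745.2 more genes with a read than the 4F libraries at day 21. After thinning every library to the reads of the smallest, 78.6% of this difference was left (3729.3 genes), so depth alone was not the cause. Olfactory and vomeronasal receptor genes, taken as a gauge of genomic DNA, had a read in 245 and 278 of 1758 genes in the 8F libraries after thinning. In the 4F libraries these were 174, 147 and 142, a mean difference of 107.2. More genomic DNA in the 8F libraries would give such a difference. Genes of all kinds with a read were also more numerous after thinning, at 23947 and 23885 in the 8F libraries against 19900 to 20619 in the 4F libraries. The receptor count therefore does not separate genomic DNA from a wider detection of genes with few reads. The median ratio of variance to mean between replicates was 5.74, 5.53 and 6.66 in the 4F pairs and 1.32 in the 8F pair, a ratio of 4.53, which is also consistent with fewer amplified molecules behind the 4F reads. A biological difference between the lines cannot be told apart from these.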

How the results depend on the processing

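Apart from voom on recovered reads, the restriction to genes of at least 300 exonic bases and the correction for GC content and exon length, which were chosen after seeing the data, all settings were chosen before the data were examined. Where a value changed, the cause was not tested. Leaving out genes of the mitochondrial genome gave no value, because the table lists 0 of them.

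Between 8F- and 4F-mini-oocytes at day 21, 1822 genes were past FDR 0.05. Between 1446 and 2231 genes were past it with either other pseudocount, either other filter, median-of-ratios rescaling, quantile normalization, only the 2 groups compared, either form of voom, genes of at least 300 exonic bases, or the GC content and exon length correction. The count was 994 with eBayes without the trend, 61.1% of them higher in 8F-mini-oocytes. With array weights it was 3572, and these gave the 8F libraries weights of 2.956 and the others weights from 0.507 to 0.844. It ranged from 924 to 2221 genes across the 5 fits that each left out one library and kept 2 in both groups. Of the 60 listed genes tested, 10 were past FDR 0.05, 6 without the trend, 20 with array weights, 22 with voom, 21 with voom and median-of-ratios library sizes, and 6 to 12 with one library left out. From day 7 to day 21 in 4F-mini-oocytes the 8847 genes, and between day 21 8F and day 7 4F the 8103 genes, changed by less than 1.5 times in every setting run, with 7040 to 8320 and 7983 to 8281 genes when one library was left out. The number of listed genes past FDR 0.05 between the days, 43, was 41 to 42 in these fits.

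With the replicate number as a replicate block, 164 genes were past FDR 0.05 between 8F- and 4F-mini-oocytes, 154 of them among the 1822 without the block, and 4310 genes had an unadjusted p under 0.05, against 4858 without it. With the replicate block and the GC content and exon length correction together, 196 genes were past it. Of the listed genes, 1 and 2 were past FDR 0.05 in these fits. From day 7 to day 21 in 4F-mini-oocytes, 7241 genes were past it with the block, 6805 of them among those without it, and 6867 with the block and the correction together. The correlation of the difference between replicates 1 and 2 across genes was 0.001 between day 7 4F and day 21 4F, -0.009 between day 7 4F and day 21 8F, and -0.033 between the groups of day 21, so same-numbered samples did not deviate together. The ribosomal protein family lay at 0.49 (8F minus 4F) and -1.70 (day 21 minus day 7) with the block, oxidative phosphorylation at 0.036 and -0.099, and proliferation at -0.16 and 1.01. Only replicate 3 of the day 21 4F libraries carries its number, so the block fits that library exactly. The contrasts under the block therefore rest on replicates 1 and 2. Without that library and without a block, 1021 genes were past FDR 0.05 between 8F and 4F. Under the block, the log2 fold change between 8F and 4F reversed for Zp3 (0.072), Prdm1 (0.017), Dmc1 (-0.22) and Sub1 (-0.005). These 4 values equal those of the fit without that library. With the correction as well, the log2 fold change reversed for Prdm1 (0.16), Rec8 (-0.056), Dmc1 (-0.18), Khdc3 (-0.003), Ago2 (0.088), Cnot6l (0.034) and Eif4enif1 (0.007).

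The correlation of the group means, 0.957, was 0.934 with a pseudocount of 0.1, 0.963 with 5, 0.917 over the tested genes, 0.861 as Spearman's rho, 0.962 for the mean of log2 values and 0.9525 to 0.9562 with one library left out. The mean correlation within day 21 groups exceeded that between them by 0.0171, by 0.038 over the tested genes and by 0.0337 as Spearman's rho. The ratio of the distance between 4F and 8F to that between day 21 and day 7, 0.587, was 0.658 with genes scaled to unit variance, 0.521 over the 500 most variable genes, 0.64 with a pseudocount of 0.1, and 0.529 to 0.621 with one library left out.

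Relative to the median of all genes, ribosomal protein genes lay at -1.69 between day 7 and day 21, at -2.08 after quantile normalization and at -1.88 with the filter of 5 TPM. Oxidative phosphorylation genes lay at -0.16 between the days, at -0.26 after median-of-ratios rescaling, -0.49 after quantile normalization, -0.28 with the filter of 5 TPM, -0.26 with genes of at least 300 exonic bases and -0.22 to -0.0401 with one library left out. Between 8F and 4F they lay at 0.12, at 0.25 after quantile normalization and at 0.0356 to 0.2002 with one library left out. Proliferation genes rose by 0.95 between the days, by 0.63 after quantile normalization, by 0.75 with the filter of 5 TPM and by 0.71 to 1.09 with one library left out. No family reversed in the settings run.

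Of the 20 named genes past FDR 0.05 between 8F and 4F, 10 kept their direction and side of the threshold in every other processing, and of the 53 between the days 47 did. Of 1042 values of named genes between 8F and 4F under other processing, 931 kept direction and side, 33 lost the threshold, 44 passed it and 34 reversed. Of 1044 between the days, these numbers were 984, 22, 17 and 21. None of the 20 genes reversed, and of the 53 only Stat3 did (-0.017 after quantile normalization).

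Without the block, the log2 fold change between 8F and 4F reversed for Zp3 after median-of-ratios rescaling (0.01), with voom (0.14), with voom and median-of-ratios library sizes (0.008) and with genes of at least 300 exonic bases (0.066). With voom it also reversed for Prdm1 (0.026), Cd9 (0.077), Izumo1r (0.017), Nlrp2 (0.053), Ago2 (0.050), Eif4enif1 (0.028) and Ybx2 (0.041), and with genes of at least 300 exonic bases for Cd9 (0.007). With the GC content and exon length correction it reversed for Prdm1 (0.023), Rec8 (-0.022), Ago2 (0.20), Cnot6l (0.082) and Eif4enif1 (0.026). After quantile normalization it reversed for Rec8 (-0.026), Cd9 (0.003), Nlrp4f (0.093), Zbed3 (-0.052), Zfp57 (0.022) and Nobox (0.012).

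From day 7 to day 21, Sycp2, Izumo1r and Th reversed after median-of-ratios rescaling (-0.31, -0.22 and -0.14), after quantile normalization (-0.47, -0.48 and -0.37), with voom (-0.48, -0.41 and -0.32), with voom and median-of-ratios library sizes (-0.30, -0.22 and -0.14) and with genes of at least 300 exonic bases (-0.24, -0.15 and -0.075). After quantile normalization Dppa3 (0.56), Dazl (-0.053) and Dynll1 (-0.14) reversed too, and with voom Dynll1 (-0.079) and Piwil1 (-0.15).

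With one library left out in turn (7 fits), the log2 fold change between 8F and 4F ranged from -0.064 to 0.072 for Zp3, -0.32 to 0.017 for Prdm1 and -0.22 to 0.71 for Dmc1. It ranged from -0.22 to 0.016 for Izumo1r, -0.105 to 0.18 for Nlrp14, -0.36 to 0.024 for Ooep, -0.19 to 0.044 for Ago2, -0.047 to 0.11 for Stat3 and -0.066 to 0.16 for Sub1. Between the days it ranged from -0.074 to 0.057 for Dppa3, -0.19 to 0.087 for Zglp1, -0.19 to 0.28 for Sycp2, -2.46 to 0.16 for Dmc1, -0.02 to 0.22 for Izumo1r and -0.42 to 0.25 for Dnmt3b. These fits reversed 12 of 490 values between 8F and 4F and 10 of 490 between the days.

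The share of genes past FDR 0.05 whose protein ratio had the same direction was 56.0%, and 54.1% to 56.5% in the other settings and 55.2% to 59.6% with one RNA library left out. The day 7 libraries have the lowest depth, at 9051761 and 11725432 reads, which limits what can be said of genes with few reads at day 7.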

Differences from the paper's values

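The correlation of 4F- with 8F-mini-oocytes was 0.957, against about 0.96 in Fig 2B of the paper, read by eye. The number of genes past FDR 0.05 between them was 1822, against the paper's about 1300 in Fig 2E, read by eye, which is within 1.5 times.

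The paper states that PGC, early germ cell and meiosis markers were not induced. Ddx4, one of these markers, rose between day 7 and day 21 in 4F-mini-oocytes by 0.81 on the log2 scale (adjusted p = 0.0058 from limma with Benjamini-Hochberg adjustment). It was past FDR 0.05 in 12 of 15 other settings, over which the adjusted p ranged from 0.00401 to 0.369. Of the alternatives set before the data were examined, median-of-ratios rescaling (0.47, adjusted p = 0.0518) and quantile normalization (0.18, adjusted p = 0.369) left Ddx4 short of the threshold, as did voom on recovered reads (0.26, adjusted p = 0.206), a setting chosen after the values were seen. Each library left out in turn gave 0.66 to 0.97. In 8F-mini-oocytes at day 21, the change from 4F-mini-oocytes at day 7 was -0.08. Libraries of mESCs were not analysed here. These values cover the time from day 7 to day 21, so they do not test the paper's statement over the whole induction from mESCs.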

Other observations

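The tests of gene length, unique mapping and molecule number were chosen only after the result was seen, and the other tests before it.

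Of the genes under 300 exonic bases, 15.5% were past FDR 0.05 between 8F and 4F against 7% of longer genes of matched expression, a ratio of 2.21. Processed pseudogenes stood at 15% against 4.1% of protein-coding genes, a ratio of 3.67. These shares restate the pattern, and neither measures mapping in the libraries, so they do not decide for or against a cause. Gene length and unique mapping that differs between the libraries remain candidate explanations for the short noncoding genes and pseudogenes among the largest differences. In simulated data, 22 of 23 unchanged genes called were under 300 exonic bases, so a property of the fit on log2(TPM + 1) is another. A difference between the lines cannot be told apart from these.

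After a correction for GC content and exon length, 1470 genes were past FDR 0.05 between 8F and 4F, 80.7% of the number without it, and 1344 of them were among the 1822. Between day 7 and day 21 it was 8457 genes, 95.6% of the number without it, with 8020 among the 8847. So these properties were not the sole cause. Of the 10 splits of the 5 day 21 libraries into 3 and 2, 4 part both same-numbered pairs and the rest part fewer. Of the 4, 1, the real one, gave as many as 1822 genes. A share under 0.05 could not be reached with so few splits. The other 9 splits gave 0 genes past FDR 0.05, and 258 to 2089 genes at an unadjusted p under 0.05.

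Replicates at day 7 differed more than those at day 21 among genes with few reads: the median ratio of variance to mean was 10.46, which is 1.57 times the highest at day 21. The day 7 samples held 1000 cells each and those of day 21 held 10, which speaks against fewer molecules at the start but does not measure the molecules amplified. Genes with a single estimated read were fewer relative to those with 5 at day 7, with ratios of 1.44 and 1.55. At day 21 these ratios were 4.06 to 4.9, and the cause of this difference was not tested. The ratio of variance to mean restates the pattern and cannot separate few molecules amplified many times from heterogeneity between the pooled samples.

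In the protein values the paper reports, 1770 genes had 1 protein group, a value in all 6 mini-oocyte samples and a tested RNA. The entries that could be read are sorted by the paper's values in FGOs, so these genes are selected for proteins abundant in FGOs, and the shares and correlations given here hold for them alone. Of the 259 past FDR 0.05 by RNA between 8F and 4F, 145 had the same direction by protein (56%, exact Clopper-Pearson interval 49.7% to 62.1%), so whether the RNA differences carry over to protein could not be told. Of the 74 genes higher in 8F by RNA, 36 were higher by protein, and of 185 lower by RNA, 109 were lower. Across genes, which are not independent replicates, Spearman's rho of the ratios was 0.11. Levels of RNA and protein had a rho of 0.28 in 4F- and 0.25 in 8F-mini-oocytes. Krt19, Actbl2 and Myl3 had protein values in 4F-mini-oocytes while their RNA was listed at 0 in all 5 day 21 libraries. At day 7, Krt19 RNA was at 37.0 and 127.2 TPM, and Actbl2 and Myl3 were listed at 0 in both libraries. These genes were chosen after their values were seen.

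Between day 7 and day 21 in 4F-mini-oocytes, where the median of all genes moved by 0.17, the 85 tested cytosolic ribosomal protein genes fell by 1.69 relative to that median, with 82 lower and 78 of them past FDR 0.05, below all 10000 random lists of matched expression. The 3 that were higher became 2 under median-of-ratios rescaling and 2 under quantile normalization. Between 8F- and 4F-mini-oocytes at day 21 the family was higher by 0.44 relative to the median, with 63 members higher, 66 and 67 under the 2 rescalings, and 35 of them past FDR 0.05, above all 10000 random lists. The 84 oxidative phosphorylation genes lay at -0.16 relative to the median between the days, below all 10000 random lists, and at 0.12 between 8F and 4F, at the 99.98 percentile. Of these, 42 were higher and 42 lower between the days, 30 higher under median-of-ratios rescaling and 23 under quantile normalization. Past FDR 0.05, 22 were higher and 16 lower at day 21, and the family's own median log2 fold change was 0.005. The random lists draw genes independently, so their percentiles take no account of genes that vary together. All 10 proliferation genes were higher at day 21, 9 under quantile normalization, at the 83.16 percentile of the random lists, and they lay at the 46.12 percentile between 8F and 4F. No explanation of these was tested.

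Pou5f1 rose from 27.3 ± 3.99 TPM (SD, n = 2) at day 7 to 196.2 ± 61.7 TPM (SD, n = 3) in 4F-mini-oocytes at day 21 and was at 88.1 ± 20.4 TPM (SD, n = 2) in 8F-mini-oocytes. Its log2 fold change between the days was 2.77 (adjusted p = 0.000479 from limma with Benjamini-Hochberg adjustment). Esrrb and Dppa5a rose by 2.20 and 1.57, while Zfp42 fell by 1.43 and Fbxo15 by 2.19 on the log2 scale, all past FDR 0.05. Of the same list of pluripotency genes, Klf4, Tfcp2l1 and Sox2 changed by 0.57, -0.04 and 1.22 and were not past it (adjusted p = 0.106, 0.929 and 0.175 from limma with Benjamini-Hochberg adjustment). Nanog, at most 0.94 TPM, and Tdgf1, at most 0.0675 TPM, were not tested. Pou5f1 and Xist were singled out after their values were seen, and the list was written earlier. Xist was at 2.04 TPM at day 7 and listed at 0 in the 4F libraries of day 21.

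Kit, the gene of the receptor for SCF, was at 49.2 ± 16.8 TPM (SD, n = 2) at day 7, 265.3 ± 22.7 TPM (SD, n = 3) in 4F-mini-oocytes at day 21 and 204.5 ± 17.2 TPM (SD, n = 2) in 8F-mini-oocytes. Its log2 fold change between the days was 2.45 (standard error 0.208, adjusted p = 0.00029 from limma with Benjamini-Hochberg adjustment), and it was past FDR 0.05 in each of 15 other settings, over which the adjusted p ranged from 9.81e-05 to 0.00495. Between 8F and 4F it was -0.37 and not past FDR 0.05.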
